# Transcriptional response to ^131^I exposure of rat thyroid gland

**DOI:** 10.1371/journal.pone.0171797

**Published:** 2017-02-21

**Authors:** Nils Rudqvist, Johan Spetz, Emil Schüler, Toshima Z. Parris, Britta Langen, Khalil Helou, Eva Forssell-Aronsson

## Abstract

Humans are exposed to ^131^I in medical diagnostics and treatment but also from nuclear accidents, and better knowledge of the molecular response in thyroid is needed. The aim of the study was to examine the transcriptional response in thyroid tissue 24 h after ^131^I administration in rats. The exposure levels were chosen to simulate both the clinical situation and the case of nuclear fallout. Thirty-six male rats were i.v. injected with 0–4700 kBq ^131^I, and killed at 24 h after injection (D_thyroid_ = 0.0058–3.0 Gy). Total RNA was extracted from individual thyroid tissue samples and mRNA levels were determined using oligonucleotide microarray technique. Differentially expressed transcripts were determined using Nexus Expression 3.0. Hierarchical clustering was performed in the R statistical computing environment. Pathway analysis was performed using the Ingenuity Pathway Analysis tool and the Gene Ontology database. T4 and TSH plasma concentrations were measured using ELISA. Totally, 429 differentially regulated transcripts were identified. Downregulation of thyroid hormone biosynthesis associated genes (e.g. thyroglobulin, thyroid peroxidase, the sodium-iodine symporter) was identified in some groups, and an impact on thyroid function was supported by the pathway analysis. Recurring downregulation of *Dbp* and *Slc47a2* was found. *Dbp* exhibited a pattern with monotonous reduction of downregulation with absorbed dose at 0.0058–0.22 Gy. T4 plasma levels were increased and decreased in rats whose thyroids were exposed to 0.057 and 0.22 Gy, respectively. Different amounts of injected ^131^I gave distinct transcriptional responses in the rat thyroid. Transcriptional response related to thyroid function and changes in T4 plasma levels were found already at very low absorbed doses to thyroid.

## Introduction

The beta particle emitter ^131^I is one of the most common radionuclides in nuclear medicine. ^131^I is administered as halide to treat hyperthyroidism and thyroid cancer, and may potentially be used to treat other tumors expressing the sodium iodide symporter (NIS, the transporter of iodide into the thyroid follicular cells) [1–3]. ^131^I is also bound to various tumor targeting molecules and administered systemically [4–7]. Treatments demanding administration of ^131^I as halide may result in accumulation of ^131^I in and irradiation of normal thyroid tissue (if present). Additionally, unbound and released (e.g. from *in vivo* metabolization of ^131^I-labeled pharmaceuticals) ^131^I may accumulate in and irradiate the normal thyroid [4, 8, 9]. Uptake of ^131^I in the thyroid can be partially blocked using e.g. potassium iodide. European Association of Nuclear Medicine (EANM) guidelines for ^131^I-MIBG (metaiodobenzyl guanidine) therapy report an absorbed dose of 0.05 Gy per GBq to the blocked thyroid, but higher absorbed doses have also been published, and administration of 1.9–11 GBq ^131^I-MIBG resulted in 0.2–30 Gy to the blocked thyroid [6, 10]. Normal thyroid may also be exposed to ^131^I from nuclear fallout and approximately 1,760,000 and 100,000–200,000 TBq of ^131^I were released in conjunction with the Chernobyl and Fukushima nuclear power plant accidents, respectively [11–13]. Median absorbed doses to thyroid of 356 and 39 mGy been reported in Belarus and Russia, respectively [14]. The risk of carcinogenesis after ^131^I therapy of e.g. hyperthyroidism is not clear [15], although accidental exposure of thyroid due to ^131^I fallout has been correlated with increased risk of thyroid cancer in children already after 200 mGy [12, 14]. Additionally, external radiation-induced thyroid tissue carcinogenesis has been established with a linear relationship between absorbed dose and incidence for absorbed doses as low as 100 mGy [16]. There are gaps in knowledge of ^131^I-induced effects in thyroid tissue, especially concerning the mechanisms involved. Therefore, it is necessary to identify molecular events that occur in response to ^131^I exposure in the normal thyroid gland.

The RNA microarray technique enables high-throughput analysis of global transcriptional changes between two or more samples. The result is a transcriptional profile that can be used to assess changes in cellular activity and biological functions, prediction of upstream/downstream regulation of target molecules, and for biomarker identification. We have performed several studies showing the effects of ^131^I and ^211^At on transcriptional responses in mouse thyroid gland, in non-thyroidal mouse tissues, and on the systemic relation between thyroid and non-thyroid tissues, as well as in mouse kidney after ^177^LuCl_3_ and ^177^Lu-octreotate administration [17–25]. Those studies were all performed in mice, where pooled thyroid samples often were used to obtain large enough amounts of tissue for analyses.

The aim of the present study was to identify transcripts involved in the acute biological response to ^131^I in rat thyroid tissue and to assess ^131^I-induced effects on thyroid function. The study was performed in normal rats, both to enable analyses of individual thyroid glands for better statistics, and also to examine if similar results were obtained in rats as previously found in nude mice.

## Material and methods

### Radionuclides and radioactivity measurements

^131^I was purchased as Na^131^I from GE Healthcare (Braunschweig, Germany). A gamma counter (Wallac 1480 Wizard® 3"; Wallac Oy, Turku, Finland) was used for ^131^I activity measurements of aliquots of the stem solutions to determine injected activities.

### Animal experiments

Thirty-six normal and healthy adult male Sprague Dawley rats (Scanbur AB, Sollentuna, Sweden) were randomly divided into nine groups (n = 4, to enable statistical calculations) and i.v. injected with 150 μl saline containing 0, 9.0, 88, 170, 260, 340, 760, 1300, or 4700 kBq ^131^I in the tail vein. Rats were injected in the order described in the previous sentence, with the exception of the control animals, which were mock-treated after the 4700 kBq group. The rats had access to water and standard laboratory chow *ad libitum*. All rats were well during the study time. Twenty-four hours after administration, animals were killed by cardiac puncture under anesthesia with sodium pentobarbital (APL, Sweden). Thyroids were then excised and stored at -80°C until RNA extraction. The experiment was performed during day-time in a dedicated animal laboratory (lights on during day-time). Rats were kept in standard laboratory rat cages with 4 rats in each cage. The study design was approved by the Ethical Committee on Animal Experiments in Gothenburg, Sweden (Permit Number: 166–2011).

### Estimation of absorbed dose

The mean absorbed dose to thyroid was estimated based on previously reported value of 6.1 Gy/MBq 24h after ^131^I injections in Sprague Dawley rats eating iodine-deficient chow (0.05 ppm iodine) five days prior to administrations [26]. The rats in the present study however, were eating standard laboratory chow (2 ppm iodine). Previous results show that Sprague Dawley rats on standard laboratory chow have nine times lower ^131^I activity concentration in thyroid at 24 h compared with Sprague Dawley rats on iodine-deficient chow (standard laboratory chow: 36%IA/g, SEM = 4, n = 32, data not published) [26]. Assuming otherwise similar ^131^I biokinetics in both animal models, a value of 0.65 Gy/MBq after 24 h was used in the present investigation.

### Gene expression analysis

Extraction and quality control of RNA have been described elsewhere [17]. RNA from individual thyroid tissue samples was processed at the Bioinformatics and Expression Analysis core facility at Karolinska Institute (Stockholm, Sweden) using Agilent SurePrint G3 Rat GE 8x60K (Agilent, Santa Clara, CA, USA). Nexus Expression 3.0 (BioDiscovery; El Segundo, CA, USA) was used to identify differentially expressed transcripts in exposed vs. non-exposed thyroids with fold change and FDR adjusted p-value cut-offs of 1.5 and 0.01 (Benjamini-Hochberg method), respectively. Herein, the term “regulated” is used synonymously to “statistically significantly differentially expressed”.

Hierarchical clustering using the complete linkage algorithm and Lance-Williams dissimilarity update formula [27] and heatmaps were created using the hclust and heatmap.2 functions (stats package verion 3.1.1 and gplots package, version 2.14.2, respectively) in the R statistical computing environment (http://www.r-project.org), respectively.

The output data from Nexus Expression 3.0 include functional annotation of genes using Gene Ontology (GO) terms. In the present investigation, genes with functional annotation to GO terms related to the thyroid are shown.

Gene expression data presented in this publication have been deposited at the NCBI’s Gene Expression Omnibus (GEO accession number GSE66623).

cDNA was prepared from total RNA isolated from thyroid using SuperScript® III First-Strand Synthesis SuperMix (ThermoFisher Scientific) for quantitative real-time RT-PCR (qPCR). qPCR reactions was then performed in triplicates for *Cdkn1a* (Rn00589996_m1), *Dbp* (Rn01498425_m1), *Slc5a5* (Rn00583900_m1), *Iyd* (Rn01430509_m1), *Pax8* (Rn00579743_m1), *Tg* (Rn00667257_g1), and *Tpo* (Rn00571159_m1) with Applied Biosystems 7500 Fast Real-Time PCR System using TaqMan Gene Expression Master Mix (ThermoFisher Scientific, initial activation at 50°C for 2 min, then 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min). The rationale behind selecting these genes for qPCR was as follows. *Cdkn1a*, also known as p21, plays a role in the p53 signaling pathway and was earlier shown to be induced by ionizing radiation [28]. *Dbp* was down-regulated with high consistency at lower absorbed dose levels in the present study, and was radiation-induced in a previous study on mice thyroid tissue exposed to ^131^I or ^211^At [29]. *Slc5a5*, *Iyd*, *Pax8*, *Tg*, and *Tpo* were selected because they are related to thyroid function, and are representative of interesting dose-response pattern with induction in only some animal groups seen in the present study. Delta CT (ΔCT) was calculated for each gene within each animal using the following formula: ΔCT(gene of interest) = CT(average of reference genes)–CT(gene of interest). *Tarbp2*, *Hprt1*, and *Tbp* were used as reference genes. Student’s t-test was used to test if averages between groups were statistically significant different (p-values are shown in figure). Due to low RNA yields, qPCR measurements were only performed for animals administered 0, 9.0, 88, 170, and 4700 kBq (0, 0.0058, 0.057, 0.11, and 3 Gy, respectively; n = 3/group). For animal-wise correlation of microarray and qPCR, linear regression analysis was performed. For qPCR, dCT values were used, and for microarray, normalized log_2_ intensity values were used. Goodness of fit was determined with R^2^ (calculated with Prism) and a p-value < 0.05 was used to determine if the slope was separate from 0.

### Upstream regulators, canonical pathways, and disease and function analyses

The Ingenuity Pathway Analysis tool (IPA, Ingenuity® Systems, www.ingenuity.com; Redwood City, CA) was used to assess upstream regulators, canonical pathways, and diseases and functions. Only endogenous upstream regulators were analyzed in the present study, e.g. drugs and chemical toxicants were disregarded during analysis. Upstream regulators were predicted to be activated and inhibited for z-scores ≥ 2 and ≤ -2, respectively. In the canonical pathway and disease and function analyses, a p-value cutoff of 0.05 was used (Fisher’s exact test).

### TSH and T4 plasma level analyses

Plasma concentration levels of thyroid stimulating hormone (TSH) and thyroxine (T4) were measured using ELISA kits. T4 plasma concentration levels were measured using the Thyroxine (T4) ELISA (mouse/rat) kit (Genway Biotech, Inc., San Diego, CA, USA) according to the manufacturer’s instructions. TSH plasma concentration levels were measured using the Rat Thyroid Stimulating Hormone (TSH) ELISA kit (Cusabio, Wuhan, Hubei Province 430206, China), according to the manufacturer’s instructions. However, due to insufficient plasma sample volume, a sample and standard volume of 50 instead of 100 μl was used. Additionally, also due to insufficient plasma volumes, TSH measurements of one and two animals administered 0, 170, 1300, and 4700 kBq, and 760 kBq, respectively, were only measured once, and one animal administered 260 kBq was not included in the TSH measurements. For both T4 and TSH measurements, Student’s t-test was used to determine statistical significance (p < 0.05).

## Results

### Dosimetry

Estimated thyroid absorbed doses were 0.0058, 0.057, 0.11, 0.17, 0.22, 0.50, 0.84, and 3 Gy for groups receiving 9, 88, 170, 260, 340, 760, 1300, and 4700 kBq, respectively.

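Thyroid RNA from the 36 rats, 4 in each of the 8 irradiated groups and 4 controls, was hybridized to 1-colour Agilent arrays 24 h after injection, with 1 array per rat. For each array the authors deposited the scanner's spot values, which hold an intensity from which the scanner's software had subtracted the background, and they deposited a matrix of their own intensities, quantile normalized between the arrays. Each array carried 62976 spots, and 58717 of these belonged to the 30367 probes that are not controls. For the values given beside the claims, spots that the software marked as outliers (331 to 1365 per array) were left out, and each array's 75th percentile was subtracted from the log2 intensities. The spots of a probe were then averaged. Between 60.1% and 88.5% of the probes lay well above background on an array, with a median of 70%. Each irradiated group was compared with the 4 controls in 1 limma fit over all 36 arrays, and p-values were adjusted with the Benjamini-Hochberg method within each comparison. A transcript, meaning a probe as in the paper, was counted as regulated at the paper's limits, an adjusted p-value under 0.01 and a fold change of at least 1.5. The number of arrays limited the precision, and the median SD of a probe between rats of a group was 0.67 on the log2 scale. The arrays were hybridized on 5 slides and scanned on 2 days, and each slide held arrays of 4 to 6 groups.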

### Regulated transcripts

In total, 429 transcripts were regulated in rat thyroid glands 24 h after ^131^I administration (Fig 1, Table 1). 

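In the limma fit, 0 of the 30367 transcripts were regulated in at least 1 of the 8 groups. The smallest adjusted p-value in a group was 0.0143 at 0.0058 Gy, 0.0151 at 0.057 Gy, 0.0332 at 3.0 Gy and 0.0343 at 0.11 Gy. In the remaining groups it was 0.0577 at 0.22 Gy, 0.0666 at 0.17 Gy, 0.411 at 0.84 Gy and 1 at 0.50 Gy. At an unadjusted p-value under 0.05, between 336 (0.17 Gy) and 4126 (0.22 Gy) transcripts differed from the controls in a group. Quantile normalization in place of the 75th percentile gave 5 regulated transcripts in at least 1 group: the 3 probes of *Dbp*, 1 probe of *Bmal1* and 1 probe without a gene symbol. Of the alternative settings, limma's array weights moved the number most, to 2453 transcripts in at least 1 group, with 2392 at 0.0058 Gy. With those weights, rat 4 of the 0.0058 Gy group counted 4.54 and rat 2 of the same group 0.28.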

Comparison log_2_ ratio values of all 30367 probes are shown in S1 Table. 

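S1 Table gives the authors' log2 ratio and adjusted p-value per probe and group, and 1996 of its probes were read here. Across these probes, its log2 ratios followed the differences between the group means of log2 values in the authors' quantile normalized matrix, with a slope of 0.909 and a Pearson's r of 1 in each of the 8 groups. The probes of an array are not independent replicates. Of the probes read, the paper's table marks 428 as regulated in at least 1 group, and every one of them moved in the table's direction in the limma fit. In that fit, 103 of the 428 reached an unadjusted p-value under 0.05 in a group where the table marks them. By group, these were 17 of 98 at 0.0058 Gy, 7 of 9 at 0.057 Gy, 14 of 19 at 0.11 Gy and 13 of 101 at 0.17 Gy. At the higher doses they were 42 of 184 at 0.22 Gy, 2 of 6 at 0.50 Gy, 11 of 57 at 0.84 Gy and 27 of 98 at 3.0 Gy. The median SD of the marked probes between rats of a group ranged from 1.31 at 0.057 Gy to 3.53 at 0.17 Gy on the log2 scale.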

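The number of transcripts at an unadjusted p-value under 0.05 in the limma fit was 978 at 0.0058 Gy, 1018 at 0.057 Gy, 725 at 0.11 Gy and 336 at 0.17 Gy. At the higher absorbed doses it was 4126 at 0.22 Gy, 498 at 0.50 Gy, 1282 at 0.84 Gy and 504 at 3.0 Gy. At an unadjusted p-value under 0.01 and a fold change of at least 1.5, limits chosen after seeing the data, the number was 181, 169, 123, 44, 1203, 69, 190 and 89 in the 8 groups from 0.0058 to 3.0 Gy. At adjusted p-values under 0.05 with the same fold change, 5 transcripts passed at 0.0058 Gy (the 3 probes of *Dbp*, and 1 each of *Bmal1* and *Acin1*), 4 at 0.057 Gy (those of *Dbp* and *Bmal1*) and 3 at 0.11 Gy (2 of *Dbp* and that of *Bmal1*). At 3.0 Gy 6 passed, among them 2 probes of *Mdm2* and 1 each of *Slc4a1*, *Svop* and *Pln*, and 0 passed in each of the other groups. *Acin1* and *Svop* were named after their values were seen. At 0.22 Gy, leaving out 1 rat of that group at a time gave 0 to 3 regulated transcripts.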

The number of regulated transcripts in each group varied from six (0.50 Gy) to 184 (0.22 Gy) (Fig 1, Table 1). Downregulation was prominent in all groups except in those exposed to 0.11, 0.17, and 0.50 Gy where the ratio between number of up- and downregulated transcripts were 2.2, 4.4, and 1, respectively. 

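Among the transcripts at an unadjusted p-value under 0.01 and a fold change of at least 1.5, higher intensities than in the controls were more frequent than lower ones in each of the 8 groups. The numbers of higher and lower transcripts were 158 and 23 at 0.0058 Gy, 141 and 28 at 0.057 Gy, 105 and 18 at 0.11 Gy, and 24 and 20 at 0.17 Gy. They were 1191 and 12 at 0.22 Gy, 58 and 11 at 0.50 Gy, 185 and 5 at 0.84 Gy, and 75 and 14 at 3.0 Gy. The balance moved with quantile normalization, and little with median centring at 0.22 and 0.84 Gy. The median log2 fold change of all 30367 probes, which the 75th percentile does not fix at 0, was 0.31 at 0.22 Gy, 0.22 at 0.84 Gy and 0.12 at 0.11 Gy, and between 0.03 and 0.09 in the other groups. With quantile normalization this median was at most 0.08. The numbers at 0.22 Gy were then 426 higher and 109 lower (535 in place of 1203), and those at 0.057 Gy 80 higher and 57 lower. With median centring the median was 0.26 at 0.22 Gy and 0.34 at 0.84 Gy, and 97.8% and 99% of the transcripts were higher there. On the array of rat 4 at 0.22 Gy, 88.5% of the probes lay well above background, the highest share of all arrays. Its part in the numbers at the unadjusted limit was not tested.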

Regarding strength of regulation, the average fold change of regulated transcripts was lower in animals where the thyroid absorbed dose was 0.057, 0.50, and 0.84 Gy. There were also higher levels of upregulation compared with downregulation in response to 0.11 and 0.17 Gy, considering fold changes, while the opposite was found after 0.0058, 0.22, and 0.84 Gy exposure. 

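Without regulated transcripts in the limma fit, the strength of regulation was described for the transcripts at an unadjusted p-value under 0.01. The median absolute log2 fold change of the lower transcripts exceeded that of the higher ones in 7 of the 8 groups: 1.32 against 0.90 at 0.0058 Gy, 1.47 against 1.13 at 0.057 Gy, 2.41 against 1.26 at 0.11 Gy and 2.08 against 1.24 at 0.17 Gy. It was 2.07 against 1.30 at 0.50 Gy, 2.08 against 1.31 at 0.84 Gy and 2.22 against 1.52 at 3.0 Gy. At 0.22 Gy, the order was the opposite, 1.34 for the lower and 1.69 for the higher transcripts. These medians rest on as few as 5 lower transcripts, at 0.84 Gy, and the difference between directions was not tested.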

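With 0 regulated transcripts in the limma fit, no clustering was carried out on them. At an unadjusted p-value under 0.01 and a fold change of at least 1.5, 1751 transcripts passed in at least 1 of the 8 groups, 198 in at least 2, 66 in at least 3 and 30 in at least 4. The corresponding numbers were 17 in at least 5 groups, 5 in at least 6, 1 in at least 7 and 0 in all 8. All 8 comparisons share the same 4 controls. In 100 simulated experiments without any difference between groups, with the observed spread of each probe, the median was 1114 transcripts in at least 1 group (range 215 to 8193) and 162.5 in at least 2 (range 9 to 4222). On the 30268 probes that had a value on every array, the numbers observed were 1745 and 196, and 33 and 41 of the 100 simulated experiments gave numbers as large.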

Clustering of the 429 regulated transcripts revealed distinct differences between the transcription profiles of different exposures, and only 105 transcripts were regulated in ≥ 2 groups (Fig 2, Table 2). Transcripts regulated in ≥ 2 groups generally had the same direction of regulation and downregulation was more common than upregulation (Table 2). 

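Of the 198 transcripts at an unadjusted p-value under 0.01 in at least 2 groups, 176 were higher and 22 lower in each group where they passed, and 0 changed direction between groups. Of the 17 transcripts in at least 5 groups, 7 were higher and 10 lower. In the simulated experiments with shared controls and no difference between groups, the median share of transcripts with 1 direction was also 100%, with a lowest value of 94.29%.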

Lastly, very few statistically significant genes had a fold changes between -2 and -1.5, and 1.5 and 2. 

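The limma fit gave 0 regulated transcripts at a fold change of at least 1.5 and 0 at a fold change of at least 2. Among the transcripts at an unadjusted p-value under 0.01 and a fold change of at least 1.5, those with a fold change under 2 numbered 97 of 181 at 0.0058 Gy, 55 of 169 at 0.057 Gy, 24 of 123 at 0.11 Gy and 10 of 44 at 0.17 Gy. At the higher absorbed doses they numbered 82 of 1203 at 0.22 Gy, 21 of 69 at 0.50 Gy, 28 of 190 at 0.84 Gy and 12 of 89 at 3.0 Gy.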

In all, only 1, 2, 1, 1, 2, and 1 genes in the 0.057, 0.11, 0.17, 0.22, 0.84, and 3.0 Gy groups would be excluded if the fold change cut-off increased from |1.5| to |2|. *Cdkn1a*, a p53 regulated and radiation responsive gene, was statistically significant regulated only in the highest absorbed dose group. 

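The log2 intensity of the *Cdkn1a* probe A_44_P914438, relative to the array's 75th percentile, was 3.86 ± 1.92 (SD, n = 4) at 3.0 Gy and 1.45 ± 1.33 (SD, n = 4) in the controls. The log2 ratio was 2.42 (standard error 0.82, adjusted p = 1 and unadjusted p = 0.00626 in the limma fit), and 3 of the 4 irradiated rats lay above all controls (two-sided exact permutation test, p = 0.0857). Rat 3 of the group, at 0.99, lay within the range of the controls. In the other 7 groups, the log2 ratio of the probe was 0.21 to 1.84, with no adjusted p-value under 0.01. With array weights, which moved the value most, the log2 ratio at 3.0 Gy was 3.73 (adjusted p = 0.000298). Rat 3 of that group had a weight of 0.35 in this fit. The ratio was also past the limits at 0.0058 Gy under that setting, at 2.45. A second *Cdkn1a* probe, A_64_P123895, had a log2 ratio of 0.24 at 3.0 Gy. Among other p53 targets, *Mdm2* had a log2 ratio of 1.38 at 3.0 Gy (standard error 0.24, adjusted p = 0.0332), with 4 of 4 rats above all controls. At 0.84 Gy, the log2 ratio of *Mdm2* was 0.98 (0.76 relative to the median probe), again with 4 of 4 rats above all controls. *Aen* had a log2 ratio of 1.92 at 3.0 Gy (standard error 0.41, adjusted p = 0.231), with 4 of 4 rats above all controls. At the lower absorbed doses its log2 ratio was 0.47 to 1.34, and 4 of 4 rats lay above all controls in 5 of these 7 groups.

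**Figure D1:**
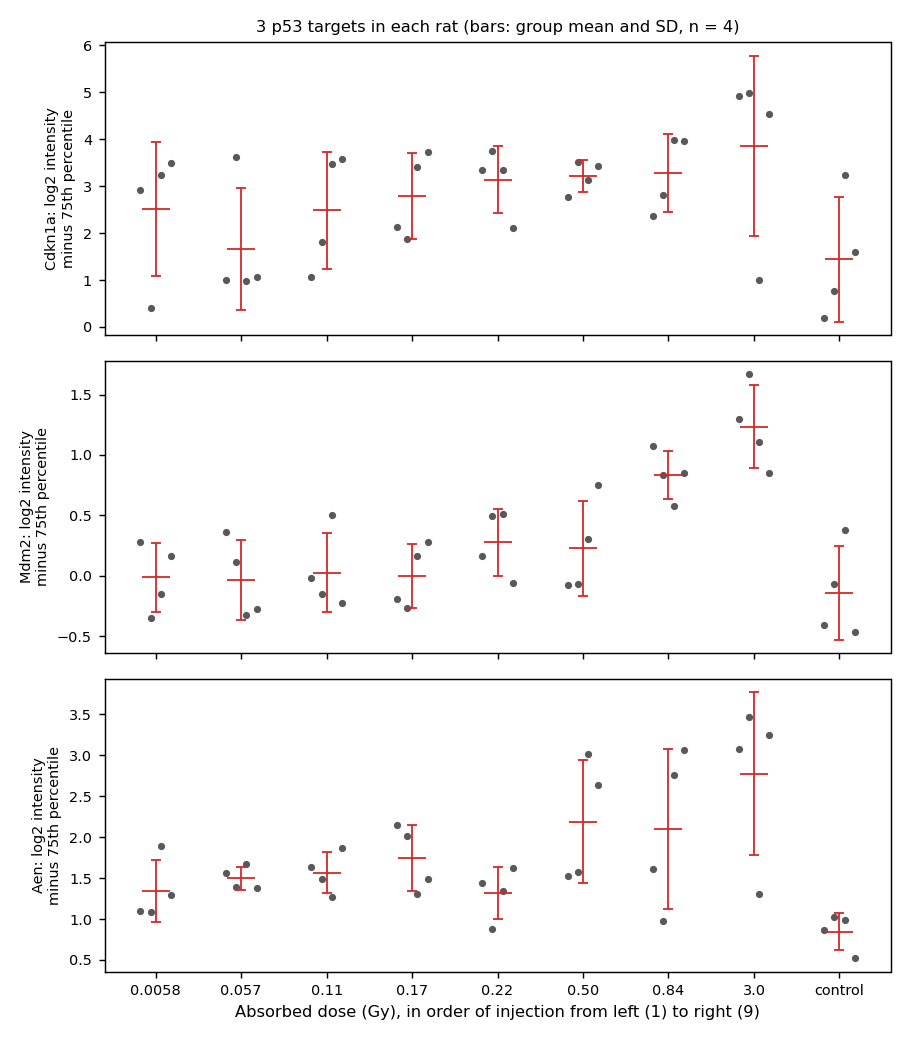
Log2 intensity relative to the array's 75th percentile (vertical axis) of *Cdkn1a*, *Mdm2* and *Aen* in each rat (points), by absorbed dose in Gy (horizontal axis, in order of injection). Bars show the group mean and SD (n = 4). The 4 rats at 3.0 Gy lie above all controls for *Mdm2* and *Aen*, and 3 of the 4 do so for *Cdkn1a*.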

When performing validation of microarray data using qPCR, statistically different average gene expression level between irradiated animals and controls was also identified, (Cdkn1a FC: microarray = 5.2; qPCR = 26). The animal-wise correlation between qPCR and microarray measurements for *Cdkn1a* was weak, although the slope is statistically significant different from 0 (Fig 3).

**Fig 1:**
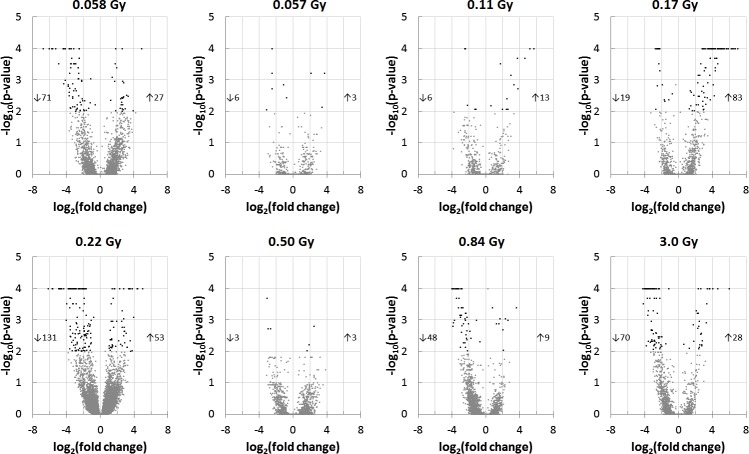
Volcano plots of regulated transcripts in rat thyroid exposed to 0.0058–3 Gy 24 h following ^131^I injection. Regulated transcripts with a fold change ≥ 1.5 (log_2_ ratio value ≥ 0.58) and Benjamini-Hochberg (False Discovery Rate) adjusted p-value < 0.01 are shown as black dots. Gray dots are transcripts not reaching the statistical cut off. The number of regulated transcripts can be seen for each group, e.g. 71 and 27 transcripts were down- and upregulated, respectively, in response to 0.0058 Gy. Adjusted p-values < 0.0001 are shown as 0.0001.

**Fig 2:**
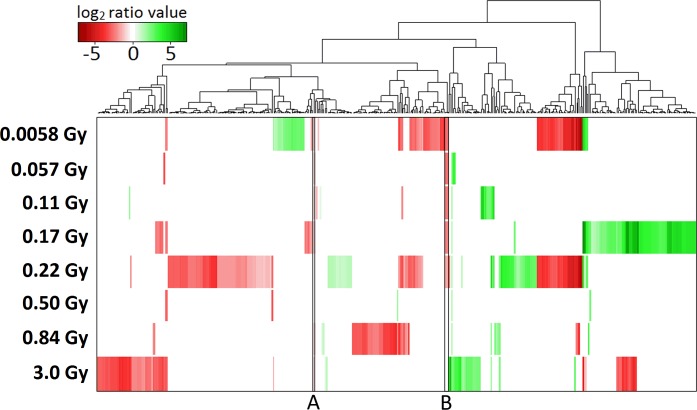
Hierarchical clustering of regulated transcripts in rat thyroid exposed to 0.0058–3 Gy 24 h following ^131^I injection. Regulated transcripts with a fold change ≥ 1.5 (log_2_ ratio value ≥ 0.58) and an adjusted p-value ≤ 0.01 were hierarchically clustered according to log_2_ ratio values using the hclust and heatmaps.2 functions in the R statistical environment. Statistically nonsignificant transcripts have been given the log_2_ ratio value 0. The transcript above “A”, downregulated in response to 0.0058–0.17 and 0.84–3.0 Gy, is the *Slc47a2* transcript. The transcripts above B are three *Dbp* transcripts, downregulated after 0.0058–0.22 Gy.

**Fig 3:**
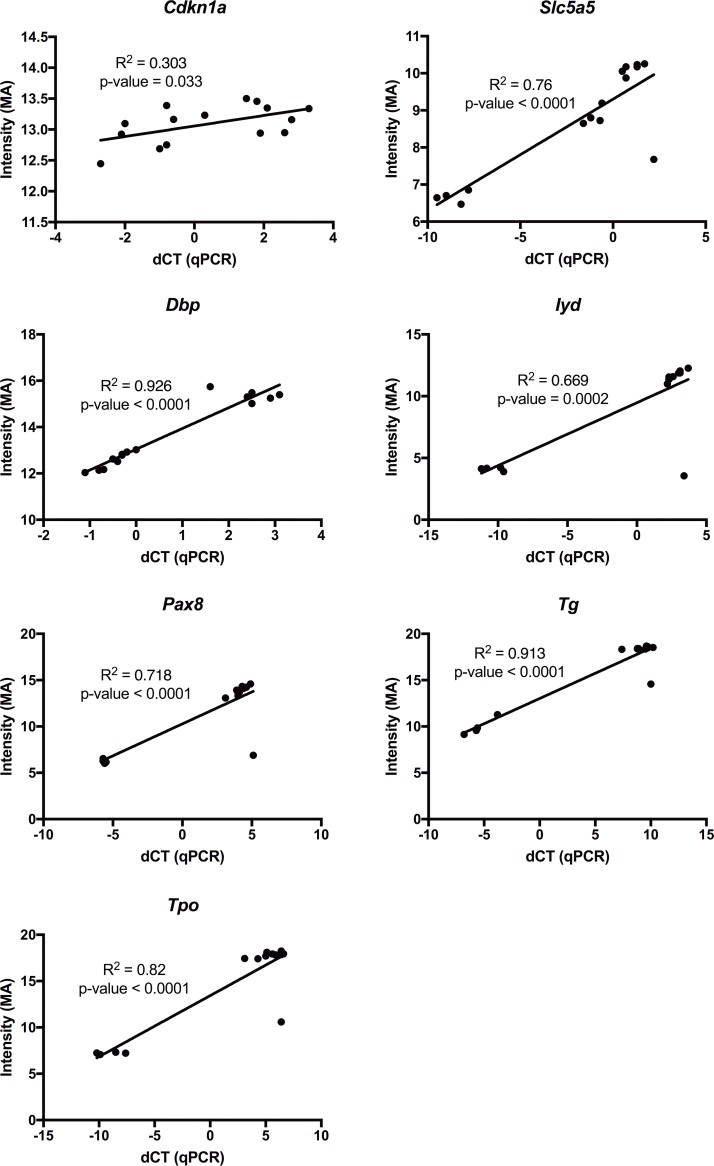
qPCR validation of microarray measurements for *Cdkn1a*, *Dbp*, *Slc5a5*, *Iyd*, *Pax8*, *Tg*, and *Tpo*. qPCR was used for validation of the microarray measurements. Scatter-plot x-axis: dCT values (calculated as CT_average of reference genes_−CT_gene of interest_); y-axis: normalized intensity microarray values. R^2^ (goodness of fit) and p-values (hypothesis: "Is slope significantly non-zero?") were calculated using Prism.

**Table 1:** Regulated transcripts.

Absorbed dose (Gy)	Regulated transcripts		
	Total number	Upregulated	Downregulated
0.0058	98	27	71
0.057	9	3	6
0.11	18	13	6
0.17	102	83	19
0.22	184	53	131
0.50	6	3	3
0.84	57	9	48
3.0	98	28	70

**Table 2:** Shared regulated transcripts.

Transcripts regulated in	Number of transcripts			
	Totally regulated	Upregulated	Downregulated	Up- or downregulated
≥ 1 groups	429	171	236	22
≥ 2 groups	105	13	70	22
≥ 3 groups	20	4	13	3
≥ 4 groups	11	2	7	2
≥ 5 groups	5	1	4	0
≥ 6 groups	2	1	1	0
≥ 7 groups	1	1	1	0
8 groups	0	0	0	0

Up or downregulated transcripts are transcripts not regulated in the same direction when comparing groups, i.e. upregulated in one group, but downregulated in another

### Recurrently regulated genes

Five transcripts, of which three were associated with the *Dbp* gene and one with the *Slc47a2* gene, were regulated in ≥ 5 groups (Fig 4, Table 3) (the fifth transcript belongs to an uncharacterized protein: RGD1562420). 

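The *Dbp* probe A_64_P017188 had a log2 intensity, relative to the array's 75th percentile, of 4.77 ± 0.86 (SD, n = 4) in the controls. In the irradiated groups it was 2.08 ± 0.55 at 0.0058 Gy, 2.04 ± 0.44 at 0.057 Gy, 2.14 ± 0.66 at 0.11 Gy, 2.41 ± 0.60 at 0.17 Gy and 3.01 ± 0.68 at 0.22 Gy (SD, n = 4 each). The log2 ratios to the controls were -2.69, -2.72, -2.63, -2.35 and -1.76, with a standard error of 0.49 and adjusted p-values of 0.0368, 0.037, 0.0651, 0.245 and 0.18 in the limma fit. In each of these groups 4 of 4 rats lay below all controls (two-sided exact permutation test, p = 0.0286, the smallest that 4 rats against 4 allow). The probes A_64_P049827 and A_64_P049828 had log2 ratios of -2.69 and -2.72 at 0.0058 Gy and of -1.73 and -1.77 at 0.22 Gy, with adjusted p-values of 0.0143 at 0.0058 Gy and 0.175 at 0.22 Gy for both. With quantile normalization the ratio of the first probe was -2.74, -2.75, -2.72 and -2.48 in the 4 groups from 0.0058 to 0.17 Gy and passed the paper's limits in each, with adjusted p-values of 0.000956, 0.00103, 0.00127 and 0.00492. The log2 ratios of *Dbp* in the groups from 0.0058 to 0.11 Gy differed by less than the SD between rats.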

The three *Dbp* transcripts (annotated B in Fig 2) were similarly downregulated after exposure to 0.0058–0.22 Gy, with a monotonous decrease in downregulation with absorbed dose from 0.11 to 0.22 Gy. 

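At 0.50, 0.84 and 3.0 Gy, the log2 intensity of the *Dbp* probe A_64_P017188 was 3.80 ± 0.48, 4.29 ± 1.07 and 5.10 ± 0.75 (SD, n = 4 each). The log2 ratios to the controls were -0.97, -0.48 (-0.70 relative to the median probe) and 0.33, and two-sided exact permutation tests gave p = 0.114, 0.486 and 0.6. The other 2 probes had log2 ratios of -0.90 and -0.92 at 0.50 Gy, -0.51 and -0.49 at 0.84 Gy, and 0.35 and 0.36 at 3.0 Gy. At 3.0 Gy, the ratio of A_64_P017188 was -0.03 without rat 3 of that group and -0.03 without control rat 4, while the ratios of the other 2 probes stayed above 0 with each of the 8 rats left out in turn.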

Changes in *Dbp* gene expression were not statistically significant in response to 0.50–3.0 Gy, although all three *Dbp* transcripts showed similar changes in gene expression levels. Also, regulation of *Dbp* was validated using qPCR, with high consistency with microarray measurements (Fig 3). The transcript associated with *Slc47a2* was consistently downregulated (fold change ~2.2) after 0.0058–0.17, 0.84, and 3.0 Gy exposures (annotated A in Fig 2). 

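The *Slc47a2* probe A_44_P913369 lay well above background on 0 of the 4 arrays of each irradiated group and on 1 of the 4 control arrays, so no fold change is given for it. Its adjusted p-values in the limma fit were 0.999, 1, 0.995 and 1 from 0.0058 to 0.17 Gy, and 0.439, 1, 0.835 and 1 from 0.22 to 3.0 Gy. Exact permutation tests of 4 irradiated against 4 control rats gave two-sided p-values between 0.114 at 0.0058 Gy and 0.457 at 0.22 Gy. Over 13 alternative settings, the smallest adjusted p-value of the probe was 0.0261, at 0.0058 Gy.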

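The RGD1562420 probe A_64_P126595 had a log2 intensity, relative to the array's 75th percentile, of 1.28 ± 2.44 (SD, n = 4) in the controls, and lay well above background on all 4 control arrays. The log2 ratios to the controls were 1.45 at 0.0058 Gy, 2.25 at 0.057 Gy, 1.96 at 0.11 Gy and 1.56 at 0.17 Gy. At the higher absorbed doses they were 1.93 at 0.22 Gy, 1.74 at 0.50 Gy, 1.82 at 0.84 Gy and 2.44 at 3.0 Gy (standard error 0.75 in each group). The smallest adjusted p-value was 0.265, at 0.22 Gy. The differences between the irradiated groups were smaller than the SD of the controls. At 3.0 Gy, 4 of 4 rats lay above all controls (two-sided exact permutation test, p = 0.0286).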

RGD1562420 was consistently upregulated (fold change 1.3–2.3 without any monotonous dose-response relationship).

**Fig 4:**
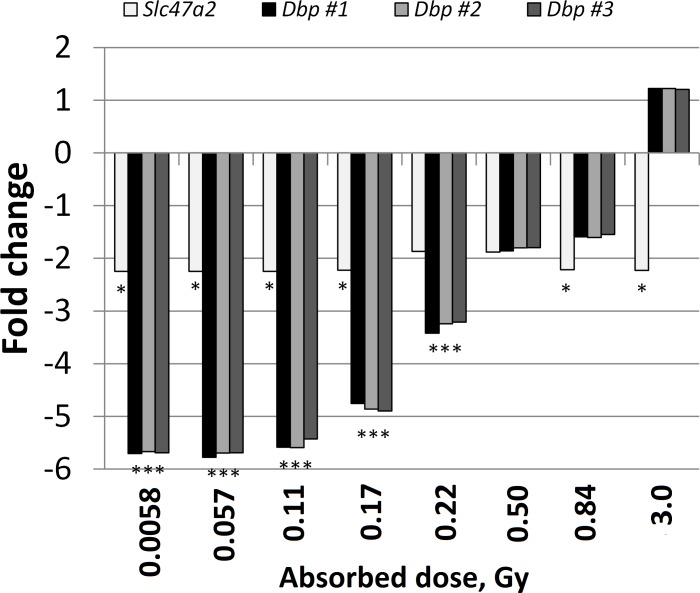
Recurring regulation of Slc47a2 and Dbp. Four of the five transcripts that were regulated after ≥ 5 of 8 different exposures were related to Slc47a2 and Dbp. * indicates regulation, i.e. fold change and Benjamini Hochberg (False Discovery Rate) adjusted p-value cutoffs of 1.5 and 0.01, respectively. Fold change cannot have a value between -1 and 1.

**Table 3:** Recurring regulation of *Slc47a2* and *Dbp*.

Absorbed dose (Gy)	Mean fold change (q-value)			
	*Slc47a2*	*Dbp* #1	*Dbp* #2	*Dbp* #3
0.0058	-2.2 (0.0014)	-5.8 (0.0006)	-5.7 (0.0019)	-5.7 (0.0001)
0.057	-2.2 (0.0086)	-5.6 (0.0001)	-5.6 (0.0001)	-5.4 (0.0001)
0.11	-2.2 (0.0043)	-4.8 (0.0001)	-4.9 (0.0001)	-4.9 (0.0001)
0.17	-1.9 (0.35)	-3.4 (0.0001)	-3.2 (0.0001)	-3.2 (0.0007)
0.22	-1.9 (0.27)	-1.9 (0.99)	-1.8 (1)	-1.8 (0.79)
0.50	-2.2 (0.001)	-1.6 (1)	-1.6 (1)	-1.5 (1)
0.84	-2.2 (0.0001)	1.2 (1)	1.2 (1)	1.2 (1)
3.0	-2.2 (0.0001)	1.2 (0.0001)	1.2 (1)	1.2 (1)

Values are given as fold change and with q-value within parenthesis.

### Upstream regulator analysis

Results from upstream regulator analysis are shown in Table 4. In total, 4, 12, 6, 2, and 2 endogenous upstream regulators were identified in response to 0.058, 0.17, 0.22, 0.84, and 3.0 Gy, respectively. Predicted inhibition of upstream regulators was more common than predicted activation. Upstream regulators related to thyroid function, e.g. TSH, were identified for after 0.0058 and 0.22 Gy. 

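For the regulators that Table 4 lists at 0.0058 Gy, all 13 target genes had lower intensities than in the controls, with a median log2 ratio of -4.12. At 0.22 Gy, 36 of the 37 listed genes had a probe, and 27 of these were lower and 9 higher, with a median log2 ratio of -2.24. The smallest adjusted p-value in the limma fit was 0.999 among the genes at 0.0058 Gy and 0.175 among those at 0.22 Gy. *Tshr*, which encodes the TSH receptor, had log2 ratios of -3.11 at 0.0058 Gy and -2.44 at 0.22 Gy (standard error 1.95), and two-sided exact permutation tests gave p = 0.143 and 0.257. The genes of Table 4 were selected in the paper on the same 36 arrays, and the pathway software itself was not used here.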

Predicted upstream regulators in the 3.0 Gy group were also found in after 0.17 Gy, while upstream regulators identified in the 0.50 Gy group were not shared with any other group.

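At 0.17 Gy, 19 of the 20 target genes listed in Table 4 had a probe, and 11 were higher and 8 lower than in the controls (median log2 ratio 2.69, range -3.04 to 6.00). At 3.0 Gy, 11 of 13 genes were lower, with a median log2 ratio of -3.20, and the 2 higher ones were *Cdkn1a* and *Pln* (log2 ratio 2.26). At 0.84 Gy, all 9 genes were lower, with log2 ratios from -3.97 to -1.88 and a median of -3.47. The smallest adjusted p-value in the limma fit was 1 among the genes at 0.17 Gy, 0.835 among those at 0.84 Gy and 0.0332 among those at 3.0 Gy, for *Pln*, which was higher.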

**Table 4:** Endogenous upstream regulators identified using IPA.

IA (kBq)	D (Gy)	Upstream regulator	Prediction	Z-value	Involved molecules*
9	0.0058	CREB1	Inhibited	-2.4	CALCB, CHGA, NKX2-1, PAX8, TG, TPO, TSHR
		CTNNB1	Inhibited	-2.2	CDH16, CHGA, DIO1, HHEX, ID4, NKX2-1, PAX8
		NKX2-1	Inhibited	-2.2	SFTPD, SLC5A5, TG, TPO, TSHR
		TSH	Inhibited	-2.2	DIO1, PAX8, SLC5A5, TG, TPO, TSHR
88	0.057	None detected			
170	0.11	None detected			
260	0.17	GATA4	Inhibited	-2.9	CNFN, LOR, MYH6, MYH7, MYL2, MYL4, SPRR1A, SPRR3, TNNC1
		GATA6	Inhibited	-2.6	CNFN, LOR, MYH6, MYH7, SPRR1A, SPRR3, TNNC1
		MYOCD	Inhibited	-2.4	MYH6, MYH7, MYL2, MYL4, TNNC1, TNNI1
		MEF2C	Inhibited	-2.4	MYH6, MYH7, MYL2, MYL4, TNNC1, TNNI1
		MED1	Activated	2.2	LY6D, MYH7, TNNC1, TNNI1, TNNT1
		SRF	Inhibited	-2.2	MYH6, MYH7, MYL2, MYL3, MYL4, SERPINB10, SERPINB2, TNNC1, TNNT1
		STAT5A	Activated	2.2	MYH7, MYL2, TNNC1, TNNI1, TNNT1
		SOX7	Inhibited	-2.0	CNFN, LOR, SPRR1A, SPRR3
		GRB2	Inhibited	-2.0	CNFN, LOR, SPRR1A, SPRR3
		PAX1	Inhibited	-2.0	CNFN, LOR, SPRR1A, SPRR3
		EHF	Activated	2.0	CNFN, KLK5, KLK8, SPRR3
		JUN	Activated	2.0	CSTA, DKK1, LOR, NEFH, SERPINB2, SPRR1A
340	0.22	CREB1	Inhibited	-2.4	CALCB, CHGA, CHGB, FAM46A, HLA-A, MARCKSL1, NKX2-1, PAX8, SCG2, SST, TG, TPO, TSHR
		TSH	Inhibited	-2.3	DIO1, Mt1, PAX8, SLC5A5, TG, TPO, TSHR
		NKX2-1	Inhibited	-2.2	AQP5, FAM3D, HLA-A, LRP2, Serpinb6b, SLC5A5, SOX2, TFF2, TG, TPO, TSHR
		NEUROG3	Inhibited	-2.2	Cd24a, CHGA, NKX2-1, PAX4, SST
		TNF	Activated	2.1	ADAM8, ALDH3A1, AQP5, BCL3, CABP1, DIO1, EMP1, HLA-A, MAN1C1, MARCKSL1, MSLN, Mt1, NKX2-1, PCP4, PTGS1, RGL3, SCN9A, SDC2, SLC5A5, TG, TPO
		PTPRJ	Inhibited	-2.0	SLA, TG, TPO, TSHR
760	0.50	None detected			
1300	0.84	Estrogen receptor	Inhibited	-2.6	CALCB, CDH1, CDH16, CLDN3, CLDN4, DSC2, DSP
		SMARCB1	Inhibited	-2.0	CDH1, Defb1, DSC2, IGFBP2
4700	3.0	SRF	Inhibited	-2.2	ACTC1, ANKRD1, CDKN1A, MYH2, MYH6, MYH7, MYL2, MYL3, SERPINB10, TNNT1
		MEF2C	Inhibited	-2.0	ACTC1, COL2A1, MYH6, MYH7, MYL2, Pln, TNNI1

IA: Injected activity, D: estimated absorbed dose to thyroid. The z-value is an indicator of certainty of activation or inhibition; a high absolute z-value indicates high certainty.

*IPA predicts upstream regulation from human data.

### Functional annotation using Gene Ontology terms

Thirteen transcripts (12 genes) in the present study were annotated Gene Ontology terms related to thyroid gland (Table 5). Downregulation was found in 10/12 genes (*Cpq*, *Dio1*, *Hhex*, *Iyd*, *Nkx2-1*, *Pax8*, *Slc5a5*, *Tg*, *Tpo*, and *Tshr*) and upregulation in 2/12 genes (*Hoxd3* and *Tbx1*) after ^131^I exposure, but most of these changes were only statistically significant in response to 0.0058 and 0.22 Gy (11/12 genes), and to some extent after 0.11 and 0.84 Gy (1/12 and 2/12 genes, respectively). 

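The 11 probes of Table 5 other than those of *Hoxd3* and *Tbx1* had a median log2 ratio of -4.34 at 0.0058 Gy, -1.42 at 0.057 Gy, -2.09 at 0.11 Gy and -1.17 at 0.17 Gy. At the higher absorbed doses the median was -4.07 at 0.22 Gy, -0.97 at 0.50 Gy, -2.28 at 0.84 Gy and 0.12 at 3.0 Gy. All 11 were lower than in the controls in each of the first 7 of these groups, and 4 were lower at 3.0 Gy. *Tg* was at -0.18 ± 4.91 (SD, n = 4) at 0.0058 Gy and at 6.10 ± 1.96 (SD, n = 4) in the controls, a log2 ratio of -6.28 (standard error 2.59, adjusted p = 0.999; two-sided exact permutation test, p = 0.0571). At 0.22 Gy, the log2 ratio of *Tg* was -4.98, or -5.28 relative to the median probe (adjusted p = 0.409). The *Hoxd3* probe lay well above background on 1 of 4 arrays at 0.0058 Gy and 0 of 4 in the controls, and *Tbx1* had a log2 ratio of 1.81 at 0.22 Gy, or 1.51 relative to the median probe (adjusted p = 0.55). Over the 13 probes, the smallest adjusted p-value among all probes was 0.409, at 0.22 Gy. Adjusted over the list alone, the smallest was 0.167 at 0.0058 Gy and 0.235 at 0.22 Gy, and the list was chosen in the paper on these arrays, so this is not independent evidence. With array weights, *Tg*, *Pax8* (-7.89), *Iyd* (-7.53), *Hhex* (-5.39), *Tshr* (-5.70) and *Nkx2-1* (-7.98 and -6.73) passed the paper's limits at 0.0058 Gy. In that fit rat 2 of the group, with a median log2 intensity of 2.12 over the 11 probes, had a weight of 0.28. Control rat 3, with a median of -4.08, had a weight of 0.41. Both rats ran against the difference and counted little, so this fit is no independent evidence for it.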

Animal-wise correlation between qPCR and microarray data for *Iyd*, *Pax8*, *Tg*, and *Tpo* served as validation of the microarray measurements (Fig 3). Additionally, due to large variations within the treatment groups, differences in average values in gene expression between irradiated animals and controls were rarely statistically significant (but always showed a trend with similar direction of regulation between qPCR and microarray measurements, S1 Fig).

**Table 5:** Regulated genes related to thyroid function using Gene Ontology terms.

Probe	Gene	Biological process (Gene Ontology)	Fold change (adjusted p-value)															
			9 kBq		88 kBq		170 kBq		260 kBq		340 kBq		760 kBq		1300 kBq		4700 kBq	
A_64_P139744	*Hoxd3*	Thyroid gland development	**3.5**	(0.0096)	1.1	(1)	3.5	(0.065)	1.7	(1)	1.3	(1)	1.1	(1)	1	(1)	1.5	(1)
A_64_P009857	*Tbx1*	Thyroid gland development	1.5	(1)	-1.1	(1)	1.9	(0.72)	1.1	(1)	**2.8**	(0.0002)	-1.2	(1)	1.4	(1)	-1.4	(1)
A_43_P12622	*Cpq*	Thyroid hormone generation	**-3.5**	(0.0046)	-1.6	(1)	-2	(0.61)	-1.6	(1)	**-3.7**	(0.0001)	-1.3	(1)	-2.1	(0.28)	1.1	(1)
A_64_P155193	*Dio1*	Thyroid hormone generation	**-9.8**	(0.0038)	-2.3	(1)	-2.8	(1)	-2.5	(1)	**-13**	(0.0001)	-1.7	(1)	-4.3	(0.23)	-1.2	(1)
A_43_P12437	*Hhex*	Thyroid gland development	**-6.1**	(0.0006)	-2.1	(1)	**-4.6**	(0.0064)	-2.5	(0.6)	**-9.2**	(0.0001)	-2.8	(0.2)	**-4.9**	(0.0022)	-1.1	(1)
A_43_P21810	*Iyd*	Thyroid hormone generation	**-13**	(0.0024)	-2	(1)	-2.9	(1)	-1.5	(1)	**-16**	(0.0003)	-1.4	(1)	-2.8	(1)	-1.2	(1)
A_42_P563276	*Nkx2-1*	Thyroid gland development	**-18**	(0.001)	-2.8	(1)	-4	(0.84)	-2	(1)	**-12**	(0.0002)	-1.9	(1)	-3.2	(0.81)	1.2	(1)
A_64_P097669	*Nkx2-1*	Thyroid gland development	**-12**	(0.0075)	-2.3	(1)	-3.7	(1)	-2	(1)	**-11**	(0.0034)	-1.5	(1)	-3.2	(1)	1	(1)
A_64_P105580	*Pax8*	Positive regulation of thyroid hormone generation, thyroid gland development	**-21**	(0.0001)	-2.8	(1)	-4.3	(0.24)	-2.6	(1)	**-30**	(0.0001)	-1.9	(1)	-6.5	(0.036)	1	(1)
A_44_P115192	*Slc5a5/NIS*	Iodide transport, sodium ion transmembrane transport, sodium ion transport, thyroid hormone generation	**-21**	(0.0001)	-2.3	(1)	-4.3	(0.51)	-2.1	(1)	**-13**	(0.0001)	-2	(1)	-5.7	(0.15)	1.1	(1)
A_64_P128458	*Tg*	Iodide transport, thyroid gland development, thyroid hormone generation, thyroid hormone metabolic process	**-48**	(0.0001)	-2.8	(0.75)	-4.6	(0.027)	-1.2	(1)	**-24**	(0.0001)	-2	(1)	**-5.3**	(0.0074)	1.1	(1)
A_64_P155756	*Tpo*	Thyroid hormone generation	**-69**	(0.0001)	-3.5	(0.87)	-6.1	(0.06)	-2.1	(1)	**-52**	(0.0001)	-2.6	(1)	-6.1	(0.033)	1.3	(1)
A_64_P065852	*Tshr*	Thyroid-stimulating hormone signaling pathway	**-7.5**	(0.0022)	-2.6	(1)	-2.5	(1)	-1.6	(1)	**-4.9**	(0.0096)	-1.7	(1)	-2.3	(0.9)	1.1	(1)

These genes are shown since their regulations were related to thyroid function according to functional annotation of genes using Gene Ontology terms (Biological Processes). Genes with statistically significant changes in mean gene expression (fold change ≥ 1.5, adjusted p-value ≤ 0.01) are shown in bold

### Canonical pathway analysis

IPA canonical pathway analysis revealed an impact on thyroid function (also calcium signaling) as shown in Table 6. Exposure to 0.0058 and 0.22 Gy resulted in regulation of transcripts associated with autoimmune thyroid disease signaling and thyroid hormone biosynthesis. Additionally, an exposure of 0.22 Gy resulted in regulation of transcripts associated with thyroid hormone and thyroamine and iodothyroamine metabolism. 

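The 4 genes listed in Table 6 for 0.0058 Gy were all lower than in the controls, with a median log2 ratio of -5.31. Of the 6 genes listed for 0.22 Gy, 5 had a probe. All 5 were lower, with a median log2 ratio of -4.42. The smallest adjusted p-value in the limma fit was 0.999 at 0.0058 Gy and 0.409 at 0.22 Gy.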

Impact on calcium signaling was identified in groups receiving 0.17, 0.50, and 3.0 Gy.

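Of the 9 genes listed in Table 6 under calcium signaling at 0.17 Gy, 8 were lower than in the controls and *Calml5* was higher, with a log2 ratio of 6.37 (standard error 4.01; two-sided exact permutation test, p = 0.114). The 2 genes listed at 0.50 Gy and the 10 listed at 3.0 Gy were all lower, with median log2 ratios of -3.21 and -3.32. The smallest adjusted p-value among them in the limma fit was 1 in each of the 3 groups. Besides *Calml5*, the listed genes are 11 genes of striated muscle fibres, such as *Myh7*, *Tnnc1* and *Myl2*. Their mean log2 intensity was 3.17 ± 1.31 (SD, n = 4) in the controls, and 0.82 ± 1.90 at 0.17 Gy, 0.76 ± 4.05 at 0.50 Gy and 0.12 ± 3.16 at 3.0 Gy (SD, n = 4 each). Two-sided exact permutation tests of these means against the controls gave p = 0.114, 0.343 and 0.143. In 13 other muscle genes outside the table, such as *Myh4*, *Ckm* and *Acta1*, the mean was 6.09 ± 0.53 in the controls, 5.96 ± 0.74 at 0.17 Gy, 3.90 ± 4.67 at 0.50 Gy and 5.42 ± 1.58 at 3.0 Gy (SD, n = 4 each; exact permutation p = 0.771, 0.657 and 0.629). Without 0.50 Gy rat 3, the difference from the controls at 0.50 Gy was 0.14 for these genes in place of -2.19, and -0.40 for the listed ones in place of -2.41. Without 3.0 Gy rat 2, the differences at 3.0 Gy were 0.11 in place of -0.67, and -1.73 in place of -3.04.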

**Table 6:** Effect on diseases and functions based on IPA canonical pathway analysis.

Absorbed dose (Gy)	IPA canonical pathway	p-value	Involved molecules*
0.0058	Autoimmune Thyroid Disease Signaling	0.0004	TSHR, TG, TPO
	Thyroid Hormone Biosynthesis	0.0416	IYD, TPO
0.057			
0.11			
0.17	Calcium Signaling	0.0000	MYH7, TNNC1, MYL4, MYL2, CALML5, TNNI1, MYL3, TNNT1, MYH6
0.22	Autoimmune Thyroid Disease Signaling	0.0004	HLA-A, TSHR, TG, TPO
	Thyroid Hormone Biosynthesis	0.0001	IYD, TPO
	Thyroid Hormone Metabolism I (via Deiodination)	0.0205	DIO1
	Thyronamine and Iodothyronamine Metabolism	0.0205	DIO1
0.50	Calcium Signaling	0.0005	MYH7, MYL2
0.84			
3.0	Calcium Signaling	6.27E-10	MYH3, MYH7, MYH2, MYL2, CALML5, ACTC1, TNNI1, MYL3, TNNT1, MYH6

*IPA predicts involved molecules in the form of human proteins. No canonical pathway related to thyroid function or calcium signaling was statistically significant after 0.057, 0.11, 0.84 Gy.

### Diseases and functions analysis

S2 Table show all diseases and functions related to thyroid function generated using the disease and function analysis within IPA on the microarray data. The transcriptional response to 0.057, 0.22, and 0.84 Gy was related to 52, 42, and 10 diseases and functions, respectively, of which many were linked to thyroid cancer and thyroid hormone homeostasis. The 0.11 and 0.17 Gy groups had only annotation to one disease and function each: thyroid gland development and thyroid gland tumor, respectively.

### TSH and T4 plasma levels

Measured TSH and T4 plasma concentration levels are shown in Fig 5. The response to 0.0058 and 0.057 Gy showed increased TSH plasma concentrations levels, although not with statistical significance. Statistically significant increased and decreased T4 levels were detected after exposure to 0.057 and 0.22 Gy, respectively.

**Fig 5:**
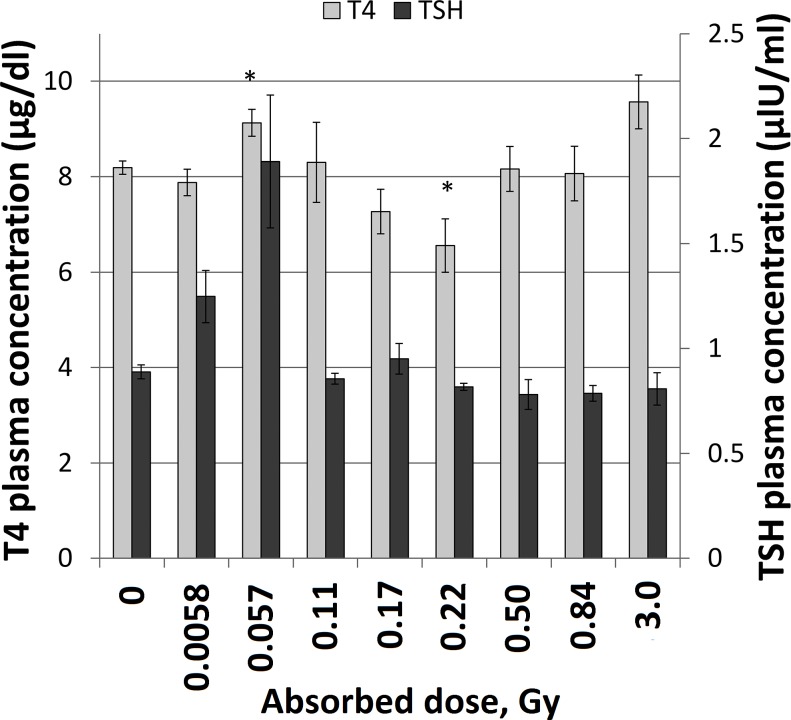
Thyroxine (T4) and thyroid stimulating hormone (TSH) plasma concentration levels. Plasma concentrations of T4 and TSH were measured using ELISA. Bars represent mean values and error bars indicate ± SEM (n = 4). * indicates statistically significant difference between irradiated and control groups (Student’s t-test, p-value ≤ 0.05).

## Discussion

Little is known about which changes in cellular activity occur after ^131^I exposure. Previously, we have investigated transcriptional changes in pooled mouse thyroid tissue after three different exposures to ^131^I [30]. With the present investigation on rats, where eight different absorbed dose levels were used and RNA was extracted from individual rats, we aimed to gain a deeper understanding of the initial biological effects of ^131^I on thyroid tissue that occur on the transcriptional level. Group-specific thyroid absorbed doses were estimated to 0.0058–3 Gy 24 h after administrations of 9–4700 kBq ^131^I. Hence, the absorbed dose levels in the present study are similar to those in the clinical setting and in the case of nuclear fallout, although the dose-rate is likely higher in the present study. Additionally, the present investigation is on the acute response to ^131^I exposure and only one temporal end-point was included. Gene expression is known to fluctuate over time and with dose-rate, and further studies are warranted to understand the effects of ^131^I emitted radiation exposure on temporal changes in rat thyroid[24].

Results from the expression microarrays showed that the number of regulated genes varied considerably between the different groups. This is in agreement with previous reports on gene expression changes in mouse thyroid tissue 24 h after ^131^I and ^211^At administrations although the absorbed dose levels were generally lower in the present study [17, 30]. 

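Of the 30367 transcripts, 1.1% (0.17 Gy) to 13.6% (0.22 Gy) had an unadjusted p-value under 0.05 in the limma fit. The shares in the remaining groups were 3.2% at 0.0058 Gy, 3.4% at 0.057 Gy, 2.4% at 0.11 Gy, 1.6% at 0.50 Gy, 4.2% at 0.84 Gy and 1.7% at 3.0 Gy. Without any differences a test gives 5% on average, and a single comparison can lie far from it because probes of an array vary together. For the rats at 0.22 Gy and the controls, 35 splits into 4 and 4 are possible. In 5 of these, the real one included, 1203 or more transcripts passed an unadjusted p-value under 0.01 and a fold change of at least 1.5. From its numbers of regulated transcripts in the 8 groups, the paper proposes that their relationship to absorbed dose is non-monotonic, and it states that the results support a response that differs in type between absorbed doses.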

In the present study, the transcriptional responses observed in rat thyroid tissue after ^131^I exposure involved fewer regulated transcripts, although the majority of regulated transcripts were group/dose-specific (fewer recurrently regulated transcripts) compared with ^131^I exposure in mice [30]. These differences may be in part due to that the RNA microarray analysis was performed using individual (present study) and not pooled tissue samples (previous study on mice) [30]. Another factor is the difference in species.

In the present study, the results indicate a non-monotonic relationship between absorbed dose and number of regulated transcripts. We have previously shown that the thyroid response to lower absorbed dose levels involves regulation of a higher number of genes compared with higher absorbed doses, a phenomenon we still don’t fully understand [17, 23]. We have previously hypothesized that there is a qualitative difference and not only a quantitative difference in response at different absorbed dose levels, something also supported by the present results [17]. This means that the radiation-induced response in vivo differs by type and not only magnitude, and likely reflects the complexity of the radiation-induced response (especially in the in vivo situation). We have also shown a dose-dependence in biological functions (Gene Ontology terms), with an impact on cell communication, and DNA and gene expression integrity at low absorbed dose and cellular integrity and stress responses at higher absorbed dose after ^131^I exposure in mice thyroid [23]. Furthermore, similar findings have been obtained in other tissue types in vivo after exposure to radiohalogens [18, 19]. With this in mind, finding a non-monotonic relationship between the number of regulated genes and absorbed dose may not be that surprising after all.

A dose-response relationship for a biomarker does not need to be linear, but should be monotonic and well-known in order to be useful for biodosimetry. There are different definitions of a biomarker. In the present work, the WHO definition, which is rather inclusive, is used and includes “almost any measurement reflecting an interaction between a biological system and a potential hazard, which may be chemical, physical, or biological” [31]. The transcription factor D site of albumin promoter binding protein isoform 1 (*Dbp*) was recurrently regulated in the present study. The *Dbp* transcripts were regulated similarly after exposure to 0.0058–0.11 Gy but decreased monotonically from 0.11 to 0.22 Gy. This trend continued after 0.50 and 0.84 Gy, although without being statistically significant. This result indicates that *Dbp* might be a biodosimeter for low absorbed doses only, and have some potential for use to distinguish between different absorbed dose levels. 

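The rats were injected group by group in order of rising activity, with the controls last, and all were killed 24 h after injection, so the order of the groups in time is known from the methods. The 9 group means of *Dbp* rose with the order of injection (Pearson's r = 0.96, exact permutation p = 5.5e-05; Spearman's rho = 0.97, exact permutation p = 0.000165, two-sided; 0.00022 after adjustment over 4 such relations, for each coefficient). Without the first and the last group in the order, r was 0.98 and rho 1.00 over 7 groups. Among the arrays of the first scan day (8 groups) rho was 0.95, and among those of the second (9 groups) it was 0.90. Against the rank of injected activity, with the controls lowest, r was 0.46 (exact permutation p = 0.207) and rho 0.52 (exact permutation p = 0.162). Over the 8 irradiated groups alone, where the order of injection and of activity are the same, r was 0.95 (exact permutation p = 9.9e-05) and rho 0.98 (exact permutation p = 0.000397). The mean of 7 other clock genes that rise through the day in rodents (*Tef*, *Per1*, *Per2*, *Per3*, *Nr1d1*, *Nr1d2* and *Ciart*) was -3.82 ± 0.70 at 0.0058 Gy, -2.02 ± 0.71 at 3.0 Gy and -2.44 ± 0.62 in the controls (SD, n = 4 each). The mean of 4 clock genes that fall through the day (*Bmal1*, *Clock*, *Npas2* and *Nfil3*) was -0.97 ± 0.38, -2.42 ± 0.29 and -2.18 ± 0.54 in the same groups (SD, n = 4 each). From the decrease in downregulation of *Dbp* with absorbed dose, the paper proposes that *Dbp* may have some use as a biodosimeter, limited to low absorbed doses.

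**Figure D2:**
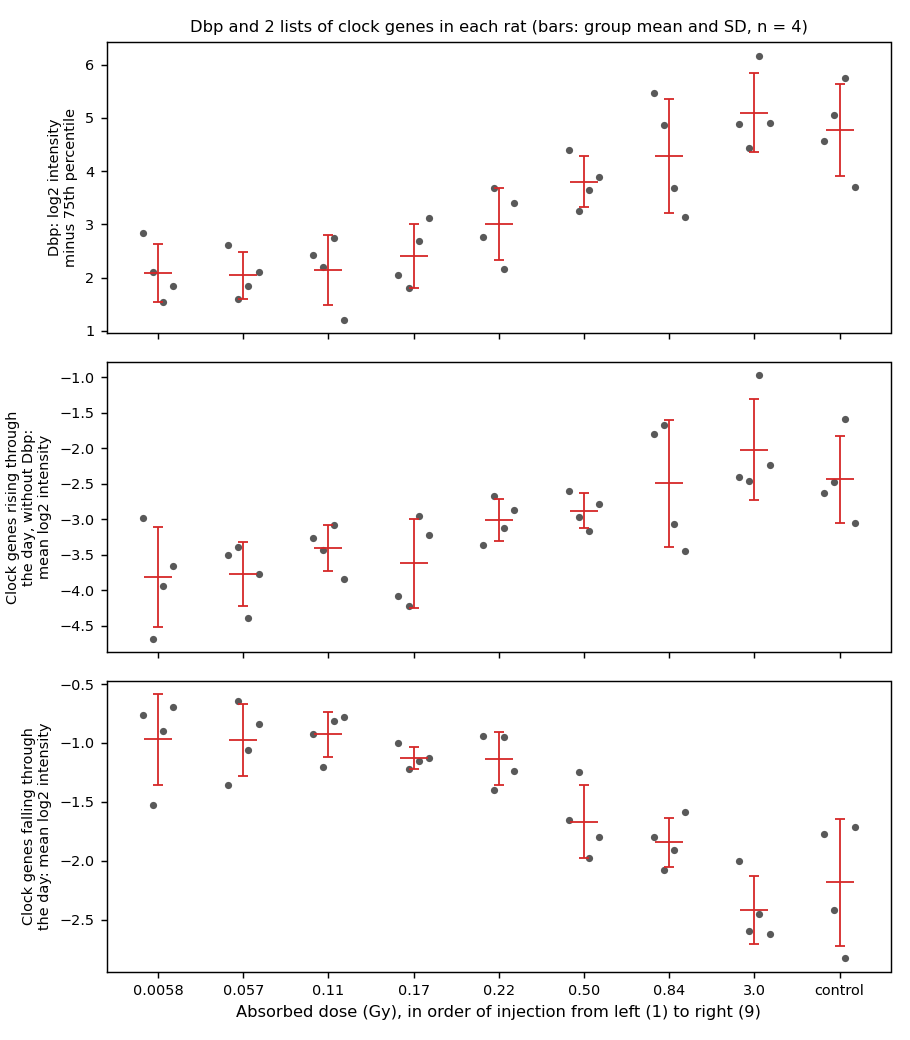
Log2 intensity relative to the array's 75th percentile (vertical axis) of *Dbp*, of the 7 other clock genes that rise through the day and of the 4 that fall through the day, in each rat (points), by order of injection with the absorbed dose of each group in Gy (horizontal axis). Bars show the group mean and SD (n = 4). *Dbp* runs from 2.08 in the group injected first to 4.77 in the controls, injected last.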

The same pattern of monotonic decrease in downregulation with absorbed dose was reported in mouse kidney tissue 8 and 12 months after ^177^Lu-octreotate administration, although at higher absorbed doses compared with the present study (19–45 Gy) [32]. A small increase in *Dbp* expression was identified after 3.0 Gy, although it was not statistically significant. Previous investigations have reported upregulation of *Dbp* 24 and 1–168 h after administrations of ^131^I (0.85–17 Gy) and the alpha emitter ^211^At (0.023–32 Gy) in mouse thyroid tissue [17, 30]. Additionally, *Dbp* was upregulated in mouse kidney 24 h after ^177^Lu-octreotate administrations (0.13–13 Gy) [32]. Altogether, these results suggest that *Dbp* may be a potential biomarker for ^131^I exposure of thyroid, but maybe also for exposure to other radionuclides in other tissues. Taken together, evaluation of variations in *Dbp* gene expression with dose-rate, absorbed dose, and time after administration, and the role of different radiation qualities in different tissues is warranted. Recurring regulation of transporter protein solute carrier family 47 member 2 (*Slc47a2*) was identified in the present study. Radiation-induced changes in expression of *Slc47a2* consisted of similar downregulation in all groups, but not statistically significant after 0.22 and 0.50 Gy. To our knowledge, a relationship between *Slc47a2* expression and ^131^I exposure has not been previously reported. This protein is normally expressed in kidneys in rodents and seems to be involved in the excretion of toxics and drugs, but the action of this protein is probably not fully understood in rodents. Taking into account the results presented in the present paper, it is likely that Slc47a2 can only be used as a binary bio-dosimeter because of the lack of suitable dose-response relationship. Further research is necessary to elucidate the function of *Slc47a2* in the thyroidal response to ^131^I exposure.

Previously, studies have identified late occurring biomarkers of thyroid cancer in the Chernobyl cohorts [33–36]. These studies do not include unirradiated thyroid tissue as controls (as in the present study), but instead compare thyroid cancer and normal thyroid tissues that both were exposed as a result of the Chernobyl incident, which makes direct comparisons with our data somewhat difficult. In one study, expression of eight and six genes were associated with ^131^I exposure [37]. Of these, no specific genes were similarly regulated in the present data, although Ankyrin related genes was regulated after exposure to 0.057, 0.22, 0.84, and 3.0 Gy. 

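The array carries 47 probes of 39 genes with an ankyrin name (symbols that begin with Ank), and none for *Ank1* or *Ank2*. Their smallest adjusted p-value in the limma fit was 0.215, at 0.22 Gy, where 5 of the probes had an unadjusted p-value under 0.05. *Ankrd1* had log2 ratios of -3.44 at 0.057 Gy and -3.20 at 3.0 Gy (standard error 1.76), with exact permutation p-values of 0.143 and 0.0857 (two-sided). At 0.84 Gy, the log2 ratios of the 47 probes ranged from -1.80 to 1.18, and at 0.22 Gy from -1.17 to 1.91.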

We have previously found evidence of decreased Ankyrin (ANK1) levels in mouse thyroid tissue 24 after 32 Gy ^131^I exposure [38]. One additional protein of interest is CLIP2 which has been shown to have a functional role in development of radiation-induced papillary thyroid carcinoma, PTC [35, 36]. *Clip2* was not found regulated in the present study; however, this might be explained by the acute time-point applied here.

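The 2 *Clip2* probes had log2 ratios between -0.39 and 0.58 over the 8 groups, and their smallest adjusted p-value in the limma fit was 0.586, at 0.22 Gy. With none of the alternative settings did a *Clip2* probe pass the paper's limits.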

An impact on transcription related to thyroid function was identified. In all, 12 genes crucial for thyroid hormone synthesis and secretion were generally downregulated after 0.0058 and 0.22 Gy, and IPA canonical pathway, disease and functions, and upstream regulator analyses associated the transcriptional response to 0.0058 and 0.22 Gy with an impact on thyroid function. Unfortunately, the IPA canonical pathway and disease and function analyses were not able to predict activation or inhibition of pathways or diseases and functions, but if the identified transcriptional downregulation of e.g. *Tg*, *Tpo*, *Slc5a5*/*Nis* and *Tshr* reflect the protein level, thyroid hormone biosynthesis and activity is likely decreased in response to 0.0058 and 0.22 Gy. The qPCR measurements of *Slc5a5*, *Iyd*, *Pax8*, *Tg*, and *Tpo* demonstrated a trend consistent with the microarray data, and 2/3 rats in the 0.0058 Gy group had ≥1000-fold decreased expression levels of all five genes compared with control averages. Additionally, 1 rat in each of the 0.057 and 0.11 Gy groups showed similar expression levels as the two with decreased expression in the 0.0058 Gy group. This trend is consistent with the trend from microarray measurements, where thyroid functions genes generally showed negative fold changes, but with high p-values. 

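The median log2 intensity of the 11 probes of Table 5 that the paper lists as downregulated differed widely between rats of a group. It was 2.63, 1.70, -4.08 and 3.54 in the 4 controls, -5.40, 2.12, -5.09 and -4.90 in the rats at 0.0058 Gy, and -5.32, -4.29, -4.54 and 2.10 in those at 0.22 Gy. The SD of these values between rats was 3.63 at 0.0058 Gy and 3.44 at 0.22 Gy, and between 3.55 and 4.39 in the other irradiated groups. With each rat of the group or of the controls left out in turn, the median log2 ratio stayed between -6.43 and -3.44 at 0.0058 Gy, between -5.96 and -3.24 at 0.22 Gy, between -3.77 and -0.63 at 0.11 Gy and between -3.82 and -0.66 at 0.84 Gy, whereas it changed sign at 0.057 Gy (-3.18 to 0.12), 0.17 Gy (-2.89 to 0.29), 0.50 Gy (-2.79 to 0.95) and 3.0 Gy (-1.63 to 1.74). From the lower expression of these genes at 0.0058 and 0.22 Gy, the paper reasons that thyroid hormone synthesis and activity are likely decreased at these absorbed doses, if the protein levels follow.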

In all, these results suggest large variations in thyroid function related gene expression levels between individuals administrated with similar ^131^I activity. 

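Lists of genes written for the tissues in and around the thyroid gland varied between rats of the same group. Over the 15 genes of thyroid follicular cells, the mean log2 intensity was 1.78, 0.66, -3.75 and 2.16 in the 4 controls and -4.10, -4.42, -4.09 and 1.35 at 0.22 Gy. Over the 54 pairs of rats of the same group, the rat with the higher follicular mean also had the higher mean of 10 genes of the C cells in 43 pairs (permutation test within groups, p = 0.00024, adjusted p = 0.00054 over 9 such relations). It had the lower mean of the cartilage genes in 44 pairs (permutation p = 0.00011, adjusted p = 0.00033) and of 12 genes of fast muscle in 46 pairs (permutation p = 3.0e-05, adjusted p = 0.00018). Among pairs scanned on the same day, the follicular and C-cell means were in the same order in 11 of 11 pairs on the first day and 11 of 17 on the second. For cartilage, the order was the same in 1 of 11 and 1 of 17 pairs. The follicular means fell into a high and a low set of rats, so no correlation between lists over all rats is given.

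**Figure D3:**
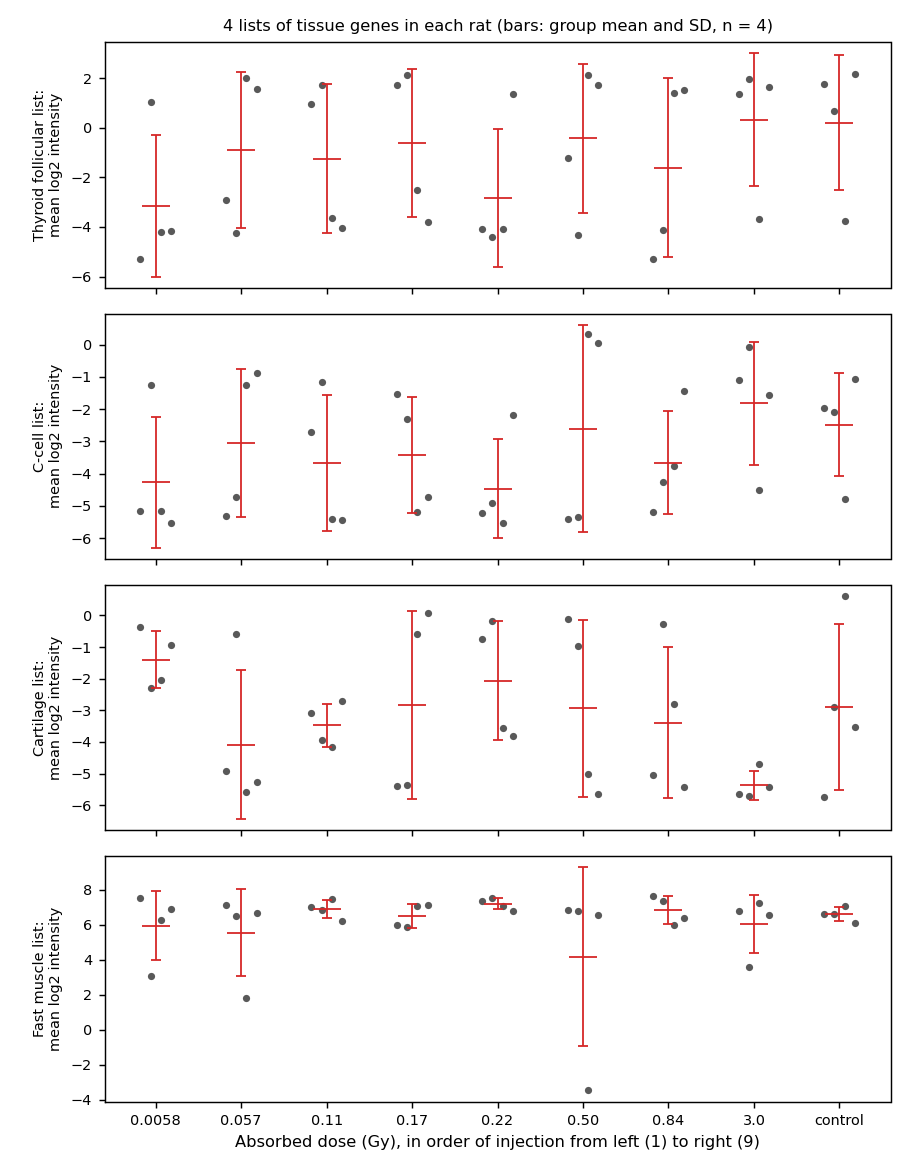
Mean log2 intensity relative to the array's 75th percentile (vertical axis) of the genes listed for thyroid follicular cells, C cells, cartilage and fast muscle, in each rat (points), by absorbed dose in Gy (horizontal axis, in order of injection). Bars show the group mean and SD (n = 4). At 0.22 Gy, 3 rats lie between -4.42 and -4.09 for the follicular genes and 1 rat at 1.35.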

Lastly, also consistent with the microarray measurements, an exposure of 3 Gy seems to give no regulatory effect on the *Slc5a5*, *Iyd*, *Pax8*, *Tg*, or *Tpo* genes. 

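At 3.0 Gy, the log2 ratio to the controls was 0.32 for *Slc5a5* (standard error 3.18), 0.14 for *Iyd* (standard error 2.84) and 0.03 for *Pax8* (standard error 2.99). It was 0.12 for *Tg*, and two-sided exact permutation tests gave p-values between 0.8 and 0.971 for these 4 genes. With standard errors of this size, differences of several log2 units were not detectable with 4 rats per group.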

We measured decreased plasma T4 levels after exposure to 0.22 Gy, but not after 0.0058 Gy, which at least partly support the transcriptional impact on thyroid function. It is a peculiar pattern with down-regulation of thyroid function related genes almost only in two dose-groups (0.0058 and 0.22 Gy). One explanation for such a behavior can be that at these two absorbed dose levels, a “switch” is hit which results in decreased transcriptional response of thyroid function related genes. We have previously identified a highly dose-specific transcriptional response in thyroid after 1.4 Gy exposure 24 h after ^211^At administration, which supports the existence of such “switches”. Additionally, this response pattern was evident also in extra thyroidal tissues upon ^211^At exposure, suggesting a systemic response after irradiating the thyroid [17, 18]. More research is warranted to determine if the effect on thyroid function is specific to only these two absorbed dose levels (within the dose-interval studied in the present study) or if it is related to biological variation. There have also been reports of thyroid stunning, i.e. where a diagnostic amount of ^131^I diminishes the uptake of subsequent therapeutic administrations of ^131^I [39]. Results in the present article support this phenomenon as explained by ^131^I-induced downregulation of *Slc5a5*/*Nis* and also introduce further complexity since it was only detected at certain absorbed dose-levels [40]. Altogether, these results suggest an impact on thyroid function in the present study, although effects on thyroid function was generally identified in few groups, and with large variation within the groups studied by qPCR. It is unclear if this is a result from biological variation among irradiated animals and if different exposure levels have different effects on thyroid function, 24 h after ^131^I administration.

The canonical pathway analysis also revealed an impact on calcium signaling but it remained unclear whether it reflected effects on normal thyroid function. However, TSH and various calcium-bindings proteins may contribute to calcium-mediated events that could affect thyroid physiology [41]. Further studies are needed to elucidate how, and if, ^131^I exposure affects calcium homeostasis and/or thyroid function. 

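The array carries 20 probes of 17 genes of the S100 family. Their smallest adjusted p-value in the limma fit was 0.273, at 0.22 Gy, and at most 1 of the 20 had an unadjusted p-value under 0.05 in a group. The highest log2 ratio of the family was 4.77, for *S100a7l2* at 0.17 Gy. Under limma's array weights, *S100a4*, *S100a10*, *S100a14*, *S100a16*, *S100a7a* and *S100a7l2* passed the paper's limits at 0.0058 Gy, with log2 ratios from 1.88 to 11.60. In that fit 2392 transcripts passed in this group. Rats 4 and 3, weighted 4.54 and 1.70, had means of 3.17 and 3.37 for the squamous epithelium genes. Rats 1 and 2, weighted 0.51 and 0.28, had means of -5.52 and -4.16. The fit therefore cannot tell an effect of absorbed dose from a different mix of tissues.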

Interestingly, previous reports have demonstrated transcriptional regulation of S100 calcium-binding proteins in mouse thyroid tissue exposed to either ^131^I or ^211^At [17, 30]; however, no S100 calcium binding proteins were regulated in the present study. It is also worth mentioning that downregulation of *Pth* (the parathyroid hormone) was identified in the present study, indicating involvement of the parathyroid glands, located on the surface of the thyroid gland, and the parathyroid glands may have been included in the tissue samples studied. 

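The *Pth* probe A_64_P117598 had a log2 intensity of -1.03 ± 7.33 (SD, n = 4) in the controls and lay well above background on 2 of the 4 control arrays. Its log2 ratios were -3.10 at 0.0058 Gy, 1.65 at 0.057 Gy, 2.31 at 0.11 Gy and -1.38 at 0.17 Gy. At the higher absorbed doses they were -2.52 at 0.22 Gy, 2.96 at 0.50 Gy, 1.12 at 0.84 Gy and 6.42 at 3.0 Gy (standard error 4.47 in each group). The adjusted p-values in the limma fit were between 0.764 and 1, and the two-sided exact permutation test at 3.0 Gy gave p = 0.229. From its finding for *Pth*, the paper proposes that parathyroid tissue may have been part of the samples.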

The parathyroid glands have no selective uptake of iodide, but might be irradiated by longer ranged electrons emitted by ^131^I located in the thyroid gland.

## Conclusion

Different amounts of injected ^131^I demonstrated distinct transcriptional responses to ^131^I exposure in rat thyroid. Several exposure groups exhibited a response related to thyroid function, already at very low absorbed doses to thyroid (0.0058 and 0.22 Gy). ^131^I induced changes in T4 plasma levels were also detected in rats, where thyroids were exposed to absorbed doses as low as 0.057 and 0.22 Gy. The absorbed dose levels in the present study are representative for both the clinical use and in the case of nuclear fallout of ^131^I.

## Supporting information

S1 Fig qPCR measurements of Cdkn1a, Dbp, Slc5a5, Iyd, Pax8, Tg, and Tpo. To better see the variation within and between the groups, data is shown as dCT values (calculated as CTaverage of reference genes–CTgene of interest), where a low and high dCT value represent low and high expression, respectively, of the gene of interest compared with the average of reference genes (Tarbp2, Hprt1, and Tbp). The difference in marker denotes statistically significant regulation of that certain gene in a specific treatment group compared with control according to microarray measurements (q-value < 0.01): Cross, statistically significant regulation in microarray; circle, not statistically significant regulation in microarray (the direction of regulation was consistent between qPCR and the microarray measurements). Student’s t-test was used to determine statistical significance between average values of gene expression of irradiated groups and control. P-values are shown for each comparison above the markers.
(TIFF) Click here for additional data file.

S1 Table Log2-ratio values and p-values of all probes. Log2 ratio values and false discovery rate adjusted p-values are shown for each exposure group (Benjamini-Hochberg method).
(XLSX) Click here for additional data file.

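Each line of the table is 1 probe of the array. A positive log2 ratio stands for a higher mean intensity in the irradiated group than in the controls, and the p-value beside it is adjusted over all probes of that comparison. The paper's text names the software for these comparisons and the limits applied, and does not name the statistical test. A log2 ratio of 0.58 is about the fold change of 1.5 that the paper sets as its limit.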

S2 Table Diseases and functions analysis generated using IPA. The complete list of all diseases and functions associated with the transcriptional response in the present study generated using IPA.
(XLSX) Click here for additional data file.

S1 File NC3Rs ARRIVE Guidelines Checklist. The ARRIVE Guidelines Checklist Animal Research: Reporting In Vivo Experiments.
(PDF) Click here for additional data file.

## References

[1] HertzS, RobertsA. Radioactive iodine in the study of thyroid physiology: VII. The use of radioactive iodine therapy in hyperthyroidism. JAMA. 1946;131(2):81–6.10.1001/jama.1946.0287019000500221025609

[2] ChapmanEM, EvansRD. The treatment of hyperthyroidism with radioactive iodine. JAMA. 1946;131(2):86–91.10.1001/jama.1946.0287019001000321025610

[3] SchipperML, RieseCG, SeitzS, WeberA, BéhéM, SchurratT, et al Efficacy of 99mTc pertechnetate and 131I radioisotope therapy in sodium/iodide symporter (NIS)-expressing neuroendocrine tumors in vivo. Eur J Nucl Med Mol Imaging. 2007;34(5):638–50. 10.1007/s00259-006-0254-8 17160413

[4] CarrasquilloJA, ChenCC. 131I-MIBG Therapy. Nuclear Oncology: Springer; 2013 p. 691–714.

[5] BombardieriE, GiammarileF, AktolunC, BaumRP, DelaloyeAB, MaffioliL, et al 131I/123I-metaiodobenzylguanidine (mIBG) scintigraphy: procedure guidelines for tumour imaging. EJNMMI. 2010;37(12):2436–46.10.1007/s00259-010-1545-720644928

[6] GiammarileF, ChitiA, LassmannM, BransB, FluxG. EANM procedure guidelines for 131I-meta-iodobenzylguanidine (131I-mIBG) therapy. EJNMMI. 2008;35(5):1039–47.10.1007/s00259-008-0715-318274745

[7] Forssell-AronssonE, SchülerE, AhlmanH. Advances in the diagnostic imaging of pheochromocytomas. Reports in Medical Imaging. 2011;4:19–37.

[8] WafelmanA, HoefnagelC, MaesR, BeijnenJ. Radiochemical purity, at expiry, and radiochemical stability of iodine-131 labelled meta-iodobenzylguanidine concentrates for intravenous infusion. Nuklearmedizin. 1996;35(4):122–5. 8784866

[9] MangnerTJ, TobesMC, WielandDW, SissonJC, ShapiroB. Metabolism of iodine-131 metaiodobenzylguanidine in patients with metastatic pheochromocytoma. J Nucl Med. 1986;27(1):37–44. 3941363

[10] BransB, MonsieursM, LaureysG, KaufmanJM, ThierensH, DierckxRA. Thyroidal uptake and radiation dose after repetitive I-131-MIBG treatments: influence of potassium iodide for thyroid blocking. Medical and pediatric oncology. 2002;38(1):41–6. 1183523510.1002/mpo.1261

[11] AnnexJ. Exposures and effects of the Chernobyl accident Sources and Effects of Ionizing Radiation: The United Nations Scientific Committee on the Effects of Atomic Radiation UNSCEAR 2000:451–566.

[12] Métivier H. Chernobyl: Assessment of Radiological and Health Impacts. Chernobyl: Assessment of Radiological and Health Impacts. 2002.

[13] AkahaneK, YonaiS, FukudaS, MiyaharaN, YasudaH, IwaokaK, et al The Fukushima Nuclear Power Plant accident and exposures in the environment. The Environmentalist. 2012;32(2):136–43.

[14] CardisE, KesminieneA, IvanovV, MalakhovaI, ShibataY, KhrouchV, et al Risk of thyroid cancer after exposure to 131I in childhood. JNCI. 2005;97(10):724–32. 10.1093/jnci/dji129 15900042

[15] BonnemaSJ, HegedusL. Radioiodine therapy in benign thyroid diseases: effects, side effects, and factors affecting therapeutic outcome. Endocr Rev. 2012;33(6):920–80. 10.1210/er.2012-1030 22961916

[16] RonE, LubinJH, ShoreRE, MabuchiK, ModanB, PotternLM, et al Thyroid cancer after exposure to external radiation: a pooled analysis of seven studies. Radiation research. 1995;141(3):259–77. 7871153

[17] RudqvistN, ParrisTZ, SchulerE, HelouK, Forssell-AronssonE. Transcriptional response of BALB/c mouse thyroids following in vivo astatine-211 exposure reveals distinct gene expression profiles. EJNMMI research. 2012;2(1):32 Epub 2012/06/16. PubMed Central PMCID: PMC3489558. 10.1186/2191-219X-2-32 22697397PMC3489558

[18] LangenB, RudqvistN, ParrisTZ, SchulerE, HelouK, Forssell-AronssonE. Comparative Analysis of Transcriptional Gene Regulation Indicates Similar Physiologic Response in Mouse Tissues at Low Absorbed Doses from Intravenously Administered 211At. J Nucl Med. 2013;54(6):990–8. 10.2967/jnumed.112.114462 23658216

[19] SchulerE, ParrisTZ, RudqvistN, HelouK, Forssell-AronssonE. Effects of internal low-dose irradiation from 131I on gene expression in normal tissues in Balb/c mice. EJNMMI research. 2011;1(1):29 Epub 2012/01/05. 10.1186/2191-219X-1-29 22214497PMC3251037

[20] SchulerE, RudqvistN, ParrisTZ, LangenB, SpetzJ, HelouK, et al Time- and dose rate-related effects of internal (177)Lu exposure on gene expression in mouse kidney tissue. Nucl Med Biol. 2014;41(10):825–32. 10.1016/j.nucmedbio.2014.07.010 25156037

[21] SchulerE, RudqvistN, ParrisTZ, LangenB, HelouK, Forssell-AronssonE. Transcriptional response of kidney tissue after 177Lu-octreotate administration in mice. Nucl Med Biol. 2014;41(3):238–47. 10.1016/j.nucmedbio.2013.12.001 24434014

[22] LangenB, RudqvistN, ParrisTZ, SchülerE, SpetzJ, HelouK, et al Transcriptional response in normal mouse tissues after iv 211At administration-response related to absorbed dose, dose rate, and time. EJNMMI Res. 2015;5(1):1–12.2585300710.1186/s13550-014-0078-7PMC4384707

[23] RudqvistN, SchulerE, ParrisTZ, LangenB, HelouK, Forssell-AronssonE. Dose-specific transcriptional responses in thyroid tissue in mice after (131)I administration. Nucl Med Biol. 2015;42(3):263–8. 10.1016/j.nucmedbio.2014.11.006 25496975

[24] RudqvistN, SpetzJ, SchülerE, LangenB, ParrisTZ, HelouK, et al Gene expression signature in mouse thyroid tissue after 131I and 211At exposure. EJNMMI research. 2015;5(1):1–14.2649288910.1186/s13550-015-0137-8PMC4615992

[25] RudqvistN, SpetzJ, SchülerE, ParrisTZ, LangenB, HelouK, et al Transcriptional Response in Mouse Thyroid Tissue after 211 At Administration: Effects of Absorbed Dose, Initial Dose-Rate and Time after Administration. PloS one. 2015;10(7):e0131686 10.1371/journal.pone.0131686 26177204PMC4503762

[26] SpetzJ, RudqvistN, Forssell-AronssonE. Biodistribution and dosimetry of free 211At, 125I- and 131I- in rats. Cancer Biother Radiopharm. 2013;28(9):657–64. PubMed Central PMCID: PMCPMC3793652. 10.1089/cbr.2013.1483 23789969PMC3793652

[27] LanceGN, WilliamsWT. A general theory of classificatory sorting strategies II. Clustering systems. The computer journal. 1967;10(3):271–7.

[28] AmundsonSA, DoKT, FornaceAJJr. Induction of stress genes by low doses of gamma rays. Radiat Res. 1999;152(3):225–31. 10453082

[29] RudqvistN, SpetzJ, SchulerE, LangenB, ParrisTZ, HelouK, et al Gene expression signature in mouse thyroid tissue after (131)I and (211)At exposure. EJNMMI Res. 2015;5(1):59 PubMed Central PMCID: PMCPMC4615992. 10.1186/s13550-015-0137-8 26492889PMC4615992

[30] RudqvistN, SchülerE, ParrisTZ, LangenB, HelouK, Forssell-AronssonE. Dose-specific transcriptional responses in thyroid tissue in mice after 131I administration. Nuclear Medicine and Biology. 2014.10.1016/j.nucmedbio.2014.11.00625496975

[31] WHO. Biomarkers and risk assessment: concepts and principles. 1993.

[32] Schuler E. Biomarker discovery and assessment for prediction of kidney response after 177Lu-octreotate therapy. PhD thesis, Department of Radiation Physics, Institution of Clinical Sciences, Sahlgrenska Academy, University of Gothenburg. 2014.

[33] AbendM, PfeifferRM, RufC, HatchM, BogdanovaTI, TronkoMD, et al Iodine-131 dose dependent gene expression in thyroid cancers and corresponding normal tissues following the Chernobyl accident. PloS one. 2012;7(7):e39103 10.1371/journal.pone.0039103 22848350PMC3405097

[34] AbendM, PfeifferR, RufC, HatchM, BogdanovaT, TronkoM, et al Iodine-131 dose-dependent gene expression: alterations in both normal and tumour thyroid tissues of post-Chernobyl thyroid cancers. British journal of cancer. 2013;109(8):2286–94. 10.1038/bjc.2013.574 24045656PMC3798970

[35] SelmansbergerM, FeuchtingerA, ZurnadzhyL, MichnaA, KaiserJ, AbendM, et al CLIP2 as radiation biomarker in papillary thyroid carcinoma. Oncogene. 2014.10.1038/onc.2014.31125284583

[36] SelmansbergerM, KaiserJC, HessJ, GüethlinD, LikhtarovI, ShpakV, et al Dose-dependent expression of CLIP2 in post-Chernobyl papillary thyroid carcinomas. Carcinogenesis. 2015:bgv043.10.1093/carcin/bgv043PMC449645025957251

[37] AbendM, PfeifferRM, RufC, HatchM, BogdanovaTI, TronkoMD, et al Iodine-131 dose-dependent gene expression: alterations in both normal and tumour thyroid tissues of post-Chernobyl thyroid cancers. Br J Cancer. 2013.10.1038/bjc.2013.574PMC379897024045656

[38] Rudqvist N. Radiobiological effects of the thyroid gland: Transcriptomic and proteomic responses to 131I and 211At exposure. PhD thesis, Department of Radiation Physics, Institution of Clinical Sciences, Sahlgrenska Academy, University of Gothenburg. 2015.

[39] JeevanramRK, ShahDH, SharmaSM, GanatraRD. Influence of initial large dose on subsequent uptake of therapeutic radioiodine in thyroid cancer patients. International journal of radiation applications and instrumentation Part B, Nuclear medicine and biology. 1986;13(3):277–9. 377126010.1016/0883-2897(86)90108-x

[40] NordenMM, LarssonF, TedelindS, CarlssonT, LundhC, Forssell-AronssonE, et al Down-regulation of the sodium/iodide symporter explains 131I-induced thyroid stunning. Cancer Res. 2007;67(15):7512–7. 10.1158/0008-5472.CAN-07-0823 17671222

[41] LorenzS, EszlingerM, PaschkeR, AustG, WeickM, FuhrerD, et al Calcium signaling of thyrocytes is modulated by TSH through calcium binding protein expression. Biochimica et biophysica acta. 2010;1803(3):352–60. 10.1016/j.bbamcr.2010.01.007 20083144

How the deposited data were processed for this re-analysis (not part of the article)

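Gene expression was measured in the thyroid glands of 36 rats 24 h after injection, 4 in each of 8 groups that received radioiodine and 4 mock-treated controls, with 1 Agilent 1-colour array of rat transcripts per rat. The conditions of the arrays were taken from the sample labels. The qPCR, TSH and T4 measurements and the pathway predictions of the paper were not analysed here.

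The intensity values came in 2 forms. In the scanner output deposited by the authors, the processed signal of each spot is an intensity from which the scanner's software had subtracted the background and a trend across the array, without normalization between arrays. In the matrix deposited by the authors, the intensities had been quantile normalized between the 36 arrays and are on a linear scale, with 1 value per probe. The values printed beside the claims were computed from the processed signal.

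Control spots and spots that the software marked as outliers were left out, the 75th percentile of each array was subtracted from its log2 processed signal, and the spots of a probe were averaged. All 30367 probes were kept. A probe without a value on at least 1 array (99 probes) was fitted on the remaining arrays. The 75th percentile was between 1594 and 4298 on the linear scale, with a median of 2784, and 0 spots were saturated. The share of probes well above background, the software's own call, was the measure of signal over background, and the number of arrays limits the precision of every value.

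A linear model with 1 mean per group was fitted to all 36 arrays with limma 3.58.1 in R 4.3.3, each irradiated group was compared with the controls, and the p-values of limma's moderated test were adjusted with the Benjamini-Hochberg method within each comparison. A transcript was called regulated at an adjusted p-value under 0.01 and a fold change of at least 1.5, as in the paper, whose text names its software and not its test. For single genes, two-sided exact permutation tests of the 4 irradiated against the 4 control rats were added, for which 0.0286 is the smallest p-value possible. Relations with the order of injection were tested by exact permutation of the 9 group means, since the rats of a group shared a place in the order. Tables were joined with pandas 2.3.3, permutations of group means and drawings used numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 under Python 3.11.15, and files were read with data.table 1.17.8.

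The comparison was tested on simulated data with the observed spread of 30268 probes, each probe drawn independently from a normal distribution. Of 200 changed probes, 81 had a change of at least 4 times their spread, and 96.3% of these were called in the right direction. Of the 119 with a smaller change, 22.7% were called, and 2 unchanged probes were called over all 8 comparisons. True and fitted log2 changes correlated across the probes with r = 0.972. Probes of the real arrays vary together, so the rates of calls need not hold for the real arrays. Among splits of the real rats at 0.84 Gy and the controls, the largest number of transcripts called was 326.

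These choices, the lists of genes, the test of *Dbp* against the order of injection and the alternatives other than those named below were written down before the data were examined. Genes are named in the text if the paper names them in its results, discussion or Tables 3 to 6, or if they belong to a list. A further rule would have named, per group, the 2 higher and the 2 lower regulated probes with a gene symbol and the largest change among those whose 4 rats all lay beyond all controls, and it named none. Where a gene had several probes, the probe the paper names was used, otherwise the one with the highest mean.

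Lists of genes, 15 in all, were tested with limma's fry in each of the 8 comparisons, with Benjamini-Hochberg adjustment over the 120 tests. They cover thyroid follicular cells, C cells, parathyroid, cartilage, fast muscle, slow muscle, adipose tissue, squamous epithelium, airway epithelium, lymphoid cells, erythroid cells, p53 targets, the cell cycle, and clock genes that rise or that fall through the day. Between 4 and 21 genes of a list had a probe. For the airway epithelium 8 of 12 listed genes did, and for the lymphoid cells 7 of 10. Between rats of a group, the order of 2 list means was compared over 54 pairs of rats with a permutation test within groups (100000 permutations), for 9 relations.

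The alternatives were quantile normalization or median centring in place of the 75th percentile, a normexp background correction with an offset of 50, the authors' matrix in place of the scanner output, a filter on dim probes that kept those well above background on all 4 arrays of a group, the slide or the rat number as a block, a fit of only the 2 groups compared, limma's trend and robust options, array weights, adjustment over all 8 comparisons together, a fold change of at least 2, an adjusted p-value under 0.05, and each rat left out in turn. The normexp correction had been planned on mean spot intensities and was run on the median spot and background intensities. An unadjusted p-value under 0.01 and a fit with 4 tissue lists as covariates were added after the values had been seen. The 4 lists are those with the largest SD between rats of a group: parathyroid (3.87), squamous epithelium (3.63), thyroid follicular cells (2.98) and slow muscle (2.68).

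The clustering of regulated transcripts was not carried out, since there were none to cluster. *Klk5*, *RT1-A*, *Ank1* and *Ank2* were not analysed here. The values of 1 further gene that the paper names are not reported here, although it stays in the means and medians of the lists it belongs to.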

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

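The tests of tissue mix, scan days, slides, blood amount and airway tissue were chosen only after the results were seen, while the tests of the clock genes and of the p53 targets were planned; the rank of injected activity was set in advance as another predictor, and its use as a test of absorbed dose was chosen afterwards.

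Single rats lay far from the other 3 of their group (Dixon's test at its critical value for 4 values) in 29 of 180 groups of 4 tested, over 20 measures, where chance gives about 1 in 20, or 9.0. The measures are correlated, so the excess has no p-value. Log2 intensities are given relative to the array's 75th percentile. Control rat 3 was low in *Iyd* (-7.79) and *Tg* (3.17) and high in *Hoxd3* (-8.03). Rat 2 at 0.0058 Gy was high in *Cpq* (4.30), *Hhex* (3.06), *Iyd* (0.36), *Pax8* (2.28) and the 2 probes of *Nkx2-1* (2.12 and -1.99), and low in *Tbx1* (-0.74). Rat 4 at 0.22 Gy was high in *Cpq* (4.22), *Dio1* (2.02), *Iyd* (0.19), *Pax8* (2.55), *Slc5a5* (2.10) and 1 probe of *Nkx2-1* (-1.42). Rat 3 at 3.0 Gy was low in *Dio1* (-5.14), *Hhex* (-2.24), *Iyd* (-7.01), *Pax8* (-4.43), *Tg* (4.11), the 2 probes of *Nkx2-1* (-4.37 and -8.22), *Cdkn1a* (0.99) and *Pth* (2.12), and high in *Hoxd3* (-6.36). Rat 2 at 0.057 Gy was low in *Tg* (-2.03) and high in *Cdkn1a* (3.62), and rat 2 at 0.50 Gy was low in *Tg* (-0.77). The *Hoxd3* probe was well above background on 0 of 4 arrays in the controls and 0 of 4 at 3.0 Gy, so its 2 values lie within the background and say nothing about expression.

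These rats differ from others that received the same activity, so absorbed dose as the design gives it does not separate them. A different mix of tissues in the samples is a candidate explanation for the thyroid genes: over 54 pairs of rats of a group, the follicular mean was in the same order as the mean of the C-cell genes in 43 (11 of 11 pairs on the first scan day and 11 of 17 on the second) and as the parathyroid genes in 45, and in the opposite order to cartilage in 44 and to fast muscle in 46. The relations with slow muscle (34 opposite, permutation p = 0.141) and squamous epithelium (32 opposite, p = 0.308) were weaker. A change of the follicular cells themselves in single rats stays open for the part that the other tissues do not carry. A mislabelled sample was not tested. The lists overlap with the paper's genes, and *Chgb* of the C-cell list is also among the genes the paper names.

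Clock genes, which the paper does not discuss apart from *Dbp*, differed from the controls. The mean of the 4 genes that fall through the day was higher by 1.21, 1.21 and 1.25 on the log2 scale at 0.0058, 0.057 and 0.11 Gy (adjusted p = 5.4e-05 each by limma's fry), by 1.06 at 0.17 Gy and 1.05 at 0.22 Gy, with 4 of 4 rats beyond all controls in each. At 0.50 Gy it was higher by 0.51, with 2 of 4 rats beyond (adjusted p = 0.0483, range 0.0319 to 0.152 over 9 alternatives). It was at 0.34 at 0.84 Gy and -0.24 at 3.0 Gy (adjusted p = 0.485 and 0.888). The mean of the 8 genes that rise through the day, *Dbp* included, was at -1.54, -1.50 and -1.33 relative to the controls at 0.0058, 0.057 and 0.17 Gy (adjusted p = 0.0187, 0.017 and 0.0454), with 4 of 4 rats beyond. At 0.11 Gy it was at -1.17, also with 4 of 4 rats beyond, and did not pass (adjusted p = 0.106), nor did it at 0.22 Gy (-0.71, 2 of 4 rats, adjusted p = 0.663) or at the higher absorbed doses (-0.51, -0.11 and 0.41). Under the normexp background these reached 0.0513, 0.0513 and 0.12, and at 0.17 Gy the list also lost its side of 0.05 with median centring (0.113), the slide as a block (0.0557) and the replicate block (0.0603).

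For *Dbp* and these genes, a different mix of tissues does not account for the pattern: with 4 tissue lists as covariates *Dbp* at 0.0058 Gy was at -3.17, further from the controls than without. A difference between scan days does not account for it either, since rho with the order of injection was 0.95 among the arrays of the first day. The time of day at which the animals were killed may explain the pattern: with *Dbp* left out, the rising minus the falling clock genes followed the order of injection with rho = 0.97 over 9 group means. Absorbed dose runs in the same order among the irradiated groups and differs from it only by the place of the controls; against the rank of activity rho was 0.52 for *Dbp*. An effect of absorbed dose that fades toward 3.0 Gy cannot be told apart from the time of day, because 1 control group carries the distinction.

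The erythroid genes were higher at 3.0 Gy by 1.80 (5 genes, 4 of 4 rats beyond all controls, adjusted p = 0.00968, range 0.00138 to 0.0294 over 9 alternatives), and between -0.48 and 0.66 from the controls in the other groups. In this list *Slc4a1* was higher by 3.82 (adjusted p = 0.0332), *Hba1* by 1.51 and *Hbb* by 0.58. Without *Slc4a1*, the list was still higher by 1.29 (4 of 4 rats above all controls; exact permutation p = 0.0286), as more blood in the sample would give. *Slc4a1* minus the mean of *Hba1* and *Hbb* was -5.30 ± 1.48 at 3.0 Gy and -8.08 ± 0.52 in the controls (SD, n = 4; two-sided exact permutation test, p = 0.0286), so *Slc4a1* rose more than these globins, but it is the gene that prompted the test. A larger amount of blood, a change in its composition and an effect of the absorbed dose cannot be told apart, since the test rests on 1 gene chosen for its change.

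The p53 targets were higher at 3.0 Gy by 0.82 (21 genes, 3 of 4 rats above all controls, adjusted p = 0.0153, range 2.7e-05 to 0.0256 over 9 alternatives). Rat 3 of the group, at -1.92, lay below all controls (-1.67 to -1.54). Its follicular mean was -3.68, against 1.37 to 1.95 in the others. At 0.84 Gy, p53 means were -0.63 and -0.68 in rats 3 and 4 (follicular 1.42 and 1.54). In rats 1 and 2 (-5.29 and -4.12) they were -2.02 and -1.89. At 0.50 Gy, rats 3 and 4 (2.12 and 1.73) were at -0.7 and -0.77. Rats 1 and 2 (-1.2 and -4.33) were at -1.46 and -1.51. Control rat 3 (-3.75) was at -1.57. At 0.057 Gy all rats lay between -1.57 and -1.45. The relation of the 2 means was not tested. Without *Cdkn1a*, the list gave p = 0.00167 by fry, while the exact permutation test of its mean over 4 against 4 rats gave p = 0.143. A different mix of tissues (adjusted p = 0.00162 with 4 tissue lists as covariates) and a difference between slides (adjusted p = 0.0244 with slide as a block) leave the list past 0.05. At 0.50 Gy the list was higher by 0.49 with 4 of 4 rats beyond all controls (adjusted p = 0.485). With 4 tissue lists as covariates the list was also past 0.05 at 0.84 Gy (higher by 0.62, adjusted p = 0.0294 by limma's fry), and it was higher by 0.53 at 0.50 Gy (adjusted p = 0.0652), 0.46 at 0.0058 Gy and 0.44 at 0.22 Gy (adjusted p = 0.164 each). A p53 response is therefore a candidate explanation at 3.0 Gy, found and tested on the same rats, and whether it differs from that at lower absorbed doses was not tested.

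The airway epithelium genes were higher at 0.22 Gy by 3.00 (8 genes, 3 of 4 rats beyond all controls, adjusted p = 0.0454, range 0.00138 to 0.292 over 9 alternatives; exact permutation p = 0.0571), and by 2.32 at 0.11 Gy (2 of 4 rats beyond, adjusted p = 0.152). They were in the same order as the cartilage genes in 35 of 54 pairs of rats of a group (permutation p = 0.0886) and as the squamous epithelium genes in 41 (p = 0.0015), so airway tissue, another epithelium in the sample and a change in the gland cannot be told apart.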

How the results depend on the processing

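The limit at an unadjusted p-value under 0.01 and the fit with 4 tissue lists as covariates were chosen only after the values were seen.

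The numbers of regulated transcripts, 0 in the fit as reported with 336 to 4126 at an unadjusted p-value under 0.05 per group, stayed 0 with median centring, the slide as a block, the replicate block, trend and robust, adjustment over all 8 comparisons and a fold change of at least 2. Quantile normalization gave 4, 4, 3 and 4 from 0.0058 to 0.17 Gy, 5 in at least 1 group and 4 in at least 2, and the series matrix values gave 4, 4, 3 and 4, with 5 and 4. The normexp background gave 2 at 0.0058, 2 at 0.057 and 2 at 3.0 Gy, with 4 and 2, and the filter on dim probes (20885 probes tested) 4 and 3 in the lowest-dose groups, with 4 and 3. In 2 groups only, 1 passed at 3.0 Gy (*Slc4a1*), and 1 in at least 1 group. Array weights gave 2392, 40, 6, 0, 7, 3, 2 and 26 from 0.0058 to 3.0 Gy, with 2453 and 16; 1 array of the 0.0058 Gy group weighs 4.54 in that fit and the other 3 of the group 0.28, 0.51 and 1.70. An adjusted p under 0.05 gave 5, 4 and 3 from 0.0058 to 0.11 Gy and 6 at 3.0 Gy, with 11 and 4. The 4 tissue lists as covariates gave 3, 3 and 3, with 3 and 3, all of them *Dbp*. At an unadjusted p under 0.01 the numbers were 181, 169, 123, 44, 1203, 69, 190 and 89, with 1751, 198 and, in at least 5 groups, 17. Apart from the filter, which tests fewer probes, and the limits, the cause was not tested.

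With 1 rat of the group or of the controls left out, the numbers ranged from 0 to 1 at 0.0058, 0.057, 0.11 and 0.50 Gy, 0 to 3 at 0.22 Gy, 0 to 2 at 3.0 Gy, 0 to 6 in at least 1 group and 0 to 3 in at least 2, and stayed 0 at 0.17 and 0.84 Gy and in at least 5 groups. Without 3.0 Gy rat 3, 6 passed in at least 1 group, among them *Bmal1* and 2 probes of *Dbp* at 0.0058 and 0.057 Gy, and *Svop* and *Aen* at 3.0 Gy. Without control rat 1, *Prss48* passed at 0.057, 0.11, 0.50 and 3.0 Gy, and without control rat 2, *Bmal1* passed at 0.0058 Gy. Without 0.22 Gy rat 2, 3 passed in that group. *Prss48* and *Svop* were named after their values were seen. A group of 3 rats is assumed to vary like the others.

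*Dbp* kept its direction from 0.0058 to 0.84 Gy under all 15 alternatives and with each rat left out. It passed the limits with quantile normalization (-2.74, -2.75, -2.72, -2.48), the series matrix values (-2.76, -2.78, -2.73, -2.47), array weights (-2.69, -2.49, -2.30), the 4 tissue lists (-3.17, -3.15, -3.14), an adjusted p under 0.05 (-2.69, -2.72) and an unadjusted p under 0.01 (-2.69, -2.72, -2.63, -2.35, -1.76), in the groups from 0.0058 Gy upward. At 3.0 Gy its log2 ratio of 0.33 was reversed with the 4 tissue lists (-0.18), and ranged from -0.03 to 0.66 with 1 rat left out (-0.03 without 3.0 Gy rat 3 and without control rat 4) for this probe, while the other 2 *Dbp* probes stayed above 0 with each rat left out. The cause was not tested.

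*Cdkn1a* at 3.0 Gy, at 2.42, ranged from 2.21 to 3.73 and passed with array weights (3.73) and at an unadjusted p under 0.01 (2.42). With 1 rat left out it ranged from 1.99 to 3.37, on the same side of the limits. *Slc47a2* stayed on its side of 0.01 in all 104 values under alternatives and all 64 with 1 rat left out, with a lowest adjusted p of 0.0261. The Table 5 medians moved by more than the SD between rats in 2 of 112 values, to 0.07 at 0.0058 Gy and -0.34 at 0.22 Gy with the 4 tissue lists, 1 of which is made of such genes, so this says nothing on stability. *Dbp* against the order of injection stayed between 0.92 and 0.98 with 1 rat left out, and against the rank of injected activity in place of the order it was 0.52.

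Of the lists of genes, 12 results passed an adjusted p of 0.05 as reported, and 8 to 21 under 9 alternatives, 21 with array weights. Of 108 values of those 12 results, 90 kept their side and 18 did not, among them the airway genes at 0.22 Gy (up to 0.292) and the falling clock genes at 0.50 Gy (up to 0.152).

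Rat numbers do not pair the groups: over 144 pairs of rats of the same number the median correlation of their deviations was -0.03 (-0.71 to 0.76), against -0.03 for other pairs, and the replicate block gave 0 regulated transcripts in each group. The clustering and its 2 alternatives were not run, as no transcripts were regulated. The share of probes well above background (60.1% to 88.5%) limits what dim probes such as *Slc47a2* can show.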

Differences from the paper's values

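In this part the fit with 4 tissue lists as covariates and the limit at an unadjusted p-value under 0.01 were chosen only after the results were seen.

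The paper's numbers of regulated transcripts are 98, 9, 18, 102, 184, 6, 57 and 98 from 0.0058 to 3.0 Gy, and the number here was 0 in each. The paper's upregulated transcripts number 27, 3, 13, 83, 53, 3, 9 and 28 and its downregulated ones 71, 6, 6, 19, 131, 3, 48 and 70, against 0 here. Of 13 alternatives, array weights came within 1.5 times the paper's number of downregulated transcripts at 0.057 and 0.11 Gy and of upregulated ones at 0.50 and 3.0 Gy. The other alternatives among these 13, and each rat left out, did so for none of these numbers. The limit at an unadjusted p-value under 0.01, chosen after seeing the values, did so for the total at 3.0 Gy (89) and the downregulated transcripts at 0.17 Gy (20). The paper's total at 0.11 Gy differs from the sum of its upregulated and downregulated transcripts.

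The paper gives 429 transcripts regulated in at least 1 group, 105 in at least 2, 20 in at least 3, 11 in at least 4, 5 in at least 5, 2 in at least 6 and 1 in at least 7, against 0 here in each, and none of the 13 alternatives or the rats left out came within 1.5 times these. The limit at an unadjusted p-value under 0.01, chosen after seeing the values, gave 1 in at least 7 groups. Of regulated transcripts with a fold change under 2, the paper counts 1 at 0.057, 2 at 0.11, 1 at 0.17, 1 at 0.22, 2 at 0.84 and 1 at 3.0 Gy, against 0 here. Array weights came within 1.5 times at 0.057 Gy and at no other dose, and no other alternative did.

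Of 129 fold changes compared with the paper's tables, 9 differed. For the *Dbp* probes A_64_P049827 and A_64_P049828 at 0.17 Gy the paper's fold changes are -3.2 and -3.2, and those here were -5.36 and -5.55. With array weights, without 0.17 Gy rat 1 or 2 and without control rat 3 both fell within the spread, and the second also without control rat 2, while under the other alternatives set in advance they did not. With the 4 tissue lists as covariates, chosen after seeing the values, they were -4.54 and -4.68, also within the spread. At 0.22 Gy the paper's are -1.8 and -1.8 for these probes against -3.33 and -3.4 here, within the spread without 0.22 Gy rat 3 and without control rat 3 and under no other alternative. At 0.84 Gy the paper's are 1.2, 1.2 and 1.2 for the 3 *Dbp* probes against -1.4, -1.42 and -1.41 here, and no alternative closed this. From 0.11 to 0.50 Gy the paper's fold changes of A_64_P017188 are -4.8, -3.4, -1.9 and -1.6. They lie nearer to those here for the next higher dose (-5.12, -3.39, -1.96 and -1.4). The log2 ratios of this probe in the paper's S1 Table, however, differ from those here in none of the 8 groups. For the other 2 probes, the paper's values at 0.17 Gy also lie near those here at 0.22 Gy (-3.33 and -3.4). The paper's values of these 2 probes at 0.22 Gy lie near those here at 0.50 Gy (-1.87 and -1.89). Its 1.2 for the 3 probes at 0.84 Gy lies near 1.26, 1.28 and 1.28 here at 3.0 Gy.

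For *Cpq* at 3.0 Gy the paper's fold change is 1.1 and that here -1.01. Quantile normalization, median centring, the series matrix values, the slide as a block and array weights, and the fits without 3.0 Gy rat 3, control rat 1 or control rat 4, gave the paper's direction, and the other alternatives did not. For *Iyd* at 3.0 Gy the paper's is -1.2 and that here 1.1. None of 12 alternatives gave the paper's direction, and the fits without 3.0 Gy rat 1, 2 or 4 or without control rat 3 did, as did the 4 tissue lists as covariates (-1.43), chosen after seeing the values.

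The paper's text calls *Dbp* regulated from 0.0058 to 0.22 Gy. Its Table 3, however, gives q-values above 0.01 for all 3 *Dbp* probes at 0.22 Gy. Here no *Dbp* probe passed the paper's limits. *Dbp* passed with quantile normalization and the series matrix values at the 4 lowest absorbed doses, with array weights at the 3 lowest, with the filter on dim probes and the normexp background at 0.0058 and 0.057 Gy for some of its probes, and without 0.84 Gy rat 4 or 3.0 Gy rat 3 at the same doses. It also passed with the 4 tissue lists as covariates at the 3 lowest, which were chosen after the values were seen. The paper calls *Cdkn1a* regulated at the highest absorbed dose alone, which passed with array weights there (3.73 on the log2 scale) and at 0.0058 Gy (2.45). Of the genes the paper's Table 5 calls at 0.0058 Gy, *Hhex*, *Iyd*, *Nkx2-1*, *Pax8*, *Tg* and *Tshr* passed with array weights at 0.0058 Gy, as did another probe of *Slc5a5*, and none passed at 0.22 Gy. That fit gave little weight to 0.0058 Gy rat 2 (0.28) and control rat 3 (0.41), whose thyroid genes ran against the difference. The paper calls *Slc47a2* and RGD1562420 regulated in several groups, and neither passed at an adjusted p-value under 0.01 in any fit.

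For RGD1562420 the paper's text gives as fold changes the values that its S1 Table lists as log2 ratios; on the log2 scale the values here were 1.45 to 2.44. The paper's text has *Pth* downregulated, while its S1 Table has it higher at 3.0 Gy, where the log2 ratio here was 6.42. The paper states that S100 genes were not regulated, while its S1 Table marks *S100a14* at 0.17 Gy. With array weights S100 genes passed at 0.0058 Gy here, in a fit that weighted rat 4 of the group at 4.54. Among transcripts at an unadjusted p-value under 0.01, a limit chosen after seeing the data, higher ones outnumbered lower ones in 8 of 8 groups, where the paper finds downregulation more common in most.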

Other observations

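The splits counted at an unadjusted p-value under 0.01 and the tests of the calcium genes against muscle were chosen only after the results were seen, and the splits of the regulated transcripts were planned.

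Each irradiated group and the controls can be split into 4 and 4 rats in 35 ways. The real split gave 0 regulated transcripts in each of the 8 groups (limma, with 336 to 4126 at an unadjusted p-value under 0.05). Since no split can give fewer, 35 of 35 splits gave as many in each, which says nothing about chance. The largest number over the splits was 326 at 0.84 Gy, 3 at 0.22 Gy, 2 at 0.50 Gy and 1 at 0.0058 Gy. It was 0 in the other groups. At an unadjusted p-value under 0.01, the splits with as many transcripts numbered 21 at 0.0058 Gy, 16 at 0.057 Gy, 13 at 0.11 Gy, 22 at 0.17 Gy, 5 at 0.22 Gy, 16 at 0.50 Gy, 9 at 0.84 Gy and 17 at 3.0 Gy, so chance cannot be excluded in any of them. At 0.17 Gy the split that follows the scan day gave 115 transcripts against 44 for the real one. At 0.22 and 0.50 Gy such a split gave 246 against 1203 and 32 against 69. With the slide as a block, 0 transcripts were regulated in each group.

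The calcium signaling genes of Table 6 were in the same order as muscle genes outside that table in 39 of 54 pairs of rats of a group (permutation p = 0.00832, adjusted p = 0.0125; 7 of 11 pairs on the first scan day and 11 of 17 on the second). The calcium genes minus the muscle genes outside were at -5.14 ± 1.67 at 0.17 Gy, -3.14 ± 0.88 at 0.50 Gy and -5.29 ± 2.19 at 3.0 Gy, and -2.92 ± 0.84 in the controls (SD, n = 4; two-sided exact permutation tests, p = 0.0857, 0.743 and 0.171). At 0.50 Gy the lower calcium genes rest on rat 3: without it their difference from the controls was -0.40 in place of -2.41, and that of the muscle genes outside 0.14 in place of -2.19. Without 3.0 Gy rat 2, these differences at 3.0 Gy were -1.73 in place of -3.04 and 0.11 in place of -0.67. A different amount of striated muscle in the sample may carry part of the pattern, and slow muscle, an effect of the absorbed dose on calcium signaling and chance cannot be told apart with 4 rats per group, as most of the calcium genes are themselves genes of slow or cardiac muscle.

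The first principal component of the 36 arrays held 36.3% of the variance and groups explained 15.4% of it, slides 5.8% and scan days 4.2%. A factor with more levels explains more even without any difference, so these shares were not ranked or tested. The absolute correlation of this component was 0.93 with the follicular mean and 0.7 with the squamous epithelium mean. The follicular means fell into a high and a low set of rats, so this is a description only. The second component held 19.9%.

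Lists without a result past an adjusted p of 0.05 had these ranges of mean log2 ratios over the 8 groups and smallest adjusted p-values by fry: thyroid follicular cells -3.36 to 0.11 (0.72), C cells -1.99 to 0.66 (0.798), parathyroid -1.85 to 3.29 (0.794), cartilage -2.39 to 1.42 (0.663), fast muscle -2.42 to 0.60 (0.663) and slow muscle -2.93 to 0.11 (0.72). The others were adipose tissue -1.14 to 0.19 (0.794), squamous epithelium -1.77 to 3.34 (0.794), lymphoid cells -2.06 to 0.25 (0.794) and the cell cycle -1.89 to 1.52 (0.72). The cell cycle value of -1.89 was that at 3.0 Gy, with 4 of 4 rats below all controls (adjusted p = 0.72 by fry).

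*Svop*, named after its values were seen, was well above background on 3 of 4 arrays at 3.0 Gy and on 0 of 4 in the controls (-3.95 ± 2.86 and -8.70 ± 0.65, SD, n = 4), with 3 of 4 rats above all controls (adjusted p = 0.0332; two-sided exact permutation test, p = 0.0571).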
